# Temporal transcriptomic profiling reveals dynamic changes in gene expression of *Xenopus* animal cap upon activin treatment

**DOI:** 10.1038/s41598-021-93524-x

**Published:** 2021-07-15

**Authors:** Yumeko Satou-Kobayashi, Jun-Dal Kim, Akiyoshi Fukamizu, Makoto Asashima

**Keywords:** Developmental biology, Stem cells

## Abstract

Activin, a member of the transforming growth factor-β (TGF-β) superfamily of proteins, induces various tissues from the amphibian presumptive ectoderm, called animal cap explants (ACs) in vitro. However, it remains unclear how and to what extent the resulting cells recapitulate in vivo development. To comprehensively understand whether the molecular dynamics during activin-induced ACs differentiation reflect the normal development, we performed time-course transcriptome profiling of *Xenopus* ACs treated with 50 ng/mL of activin A, which predominantly induced dorsal mesoderm. The number of differentially expressed genes (DEGs) in response to activin A increased over time, and totally 9857 upregulated and 6663 downregulated DEGs were detected. 1861 common upregulated DEGs among all Post_activin samples included several Spemann’s organizer genes. In addition, the temporal transcriptomes were clearly classified into four distinct groups in correspondence with specific features, reflecting stepwise differentiation into mesoderm derivatives, and a decline in the regulation of nuclear envelop and golgi. From the set of early responsive genes, we also identified *the suppressor of cytokine signaling 3* (*socs3*) as a novel activin A-inducible gene. Our transcriptome data provide a framework to elucidate the transcriptional dynamics of activin-driven AC differentiation, reflecting the molecular characteristics of early normal embryogenesis.

## Introduction

Embryogenesis is precisely regulated by various inductive interactions leading to tissue- or organ-specific gene expression programs and generation of cell fate diversity. In amphibian development, mesoderm induction is one of the primary embryonic interactions. During this process, a signal released from vegetal cells (the presumptive endoderm) converts the ectoderm into the mesodermal fate, establishing the three germ layers. Since the discovery of mesoderm formation depending on inductive events, the identification of mesoderm-inducing substances and their functions have been investigated^1,2^.

Activin has been identified as a potential mesoderm inducing factor based on its capacity to induce into the mesodermal and endodermal lineage in vitro. Following treatment with activin in combination with other morphogenic proteins such as bone morphogenetic proteins (BMPs) and fibroblast growth factors (FGFs), embryonic stem cells are differentiated into mesoderm or definitive endoderm^3–6^. In amphibian experiments, animal cap explants (ACs) isolated from the animal pole region of blastulae differentiate autonomously into atypical epidermis, but they can differentiate into various endodermal and mesodermal tissues upon activin treatment^7–10^. As for mesoderm induction, activin at higher concentrations induces dorsal types such as muscle and notochord, and at lower concentrations induces ventral type in ACs^10^. This concentration-dependent tissue induction is due to the behavior of activin as a morphogen in dorsoventral patterning of mesoderm^11–13^. One of the fascinating features of activin-treated ACs is their ability to mimic the activity of the signaling center, Spemann’s organizer. After the transplantation of activin-treated ACs into the blastocoel of another embryo, a secondary axis is induced, similar to transplantation experiments of the organizer dissected from the embryo^14^. Thus, activin-treated ACs can mimic the organizer’s activity, but it remains unclear how and to what extent ACs differentiation in vitro recapitulates the organizer formation in vivo.

The recently developed deep RNA sequencing (RNA-seq) provides transcriptional information with a high resolution and sensitivity. This technique has been widely applied to cultured cells, model organisms, as well as to gastruloids and organoids of developmental models^15–18^. In *Xenopus* research, RNA-seq protocols and pipelines for data analysis have been developed in recent years, and several reports using this approach have been published^19–22^. In particular, transcriptome analysis of the dorsal marginal zones in *Xenopus* gastrula that contain dorsal mesoderm populations has been useful for understanding mesoderm developmental in vivo^23,24^.

In the present study, we performed a time-course transcriptome profile of *Xenopus* ACs treated with 50 ng/mL of activin A, which was known to predominantly induce dorsal mesoderm^10^. We identified stepwise variation in gene expression, as well as the enriched biological processes, during activin A-driven AC differentiation. From the results, we detected several known organizer genes, and captured the transition from early unrestricted gene expression to mesoderm lineage commitment later. Furthermore, we found that activin A treatment resulted in the potent activation of the early-responsive genes, but the gene expression patterns of late-responsive genes in ACs were similar to those in the gastrula embryos^25^. We further reported s*ocs3* as a novel activin A-inducible gene and inferred the *socs3*-associated genes. Thus, our data provide information of the temporal dynamics in gene expression during activin A-induced ACs differentiation, and further support the usefulness of the in vitro ACs assays for developmental studies.

## Results

### Validation of mesoderm-inducing activity by activin A treatment

We first validated the effective concentrations of activin A for the induction of dorsal mesoderm genes by semiquantitative RT-PCR. As shown in Supplementary Fig. S1, 50 ng/mL activin A predominantly induced dorsal mesoderm genes, compared with 10 ng/mL activin A, which is consistent with previous findings that higher concentrations of activin induce dorsal mesoderm^11–13^. We then validated the ability of activin A at 50 ng/mL concentration to induce dorsal mesoderm at later time points. As shown in Supplementary Fig. S2A, activin A-treated ACs exhibited extensive elongation, which is reportedly caused by the differentiation of notochord and somite^10^. Furthermore, we found that the expression of the notochord marker, *chrd*, and the somite markers, *myf5*, *actc1* and *myogenin* were induced after 48 h of activin A treatment (Supplementary Fig. S2B). These data indicate that 50 ng/mL activin A is the optimal concentration for ACs differentiation into dorsal mesoderm.

### Transcriptomic changes in activin A-treated ACs

To comprehensively understand the temporal gene expression during activin A-induced ACs differentiation, we collected ACs immediately after dissection from blastula (Pre_activin; sibling embryos reached stages 8.5–9), and ACs after the cultivation in activin A solution for 1, 3, 6 and 9 h (Post 1h_activin; stage 9.5, Post 3h_activin; stages 10–10.25, Post 6h_activin; stages 10.5–11, and Post 9h_activin; stage 11.5, respectively) (Fig. 1A), and performed a time-course RNA-seq to analyze the transcriptome. 

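Animal caps (ACs) are the explanted roof of the blastula, which forms epidermis when left alone and mesoderm or endoderm when it receives activin A, a secreted ligand of the TGF-β family. RNA from 10 ACs per sample was sequenced in 3 biological replicates of Pre_activin and of each Post_activin group, which gives 15 libraries. Untreated ACs cultured for the same times are not among the samples analysed here, so an effect of activin A and an effect of time in culture enter each comparison together. The authors mapped the reads to the X. laevis v9.2 genome, counted reads in the exons of 45098 genes and calculated RPKM with CLC Genomics Workbench 12.0. The sequencer, the read trimming, the strand setting and the annotation version are not given in the sources used here. The exon reads per library were 12585289 to 16969335 in Pre_activin (median 12881513), 12440391 to 15363520 in Post 1h_activin (median 13925866) and 9845043 to 11014720 in Post 3h_activin (median 9868586). They were 10545685 to 11711735 in Post 6h_activin (median 11612988) and 10874809 to 14352817 in Post 9h_activin (median 12314363). Libraries were scaled by the trimmed mean of M-values (TMM), and levels are given as CPM, the counts scaled by the size of each library, with the SD over the 3 replicates. The 23969 genes with enough reads were tested in 1 fit of all 15 libraries with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. Each p-value sets a difference between group means against a spread estimated over all groups together. Over 13479 genes, Pre_activin Rep1 deviated from its replicates with a log2 SD of 0.688, against at most 0.212 outside Pre_activin. The shared spread may therefore be too small for Pre_activin, the control of the comparisons with it. With only the 6 libraries of the comparison in the fit, 1597 genes rose and 34 fell at 1 h. A standard error given with a log2 fold change is the size of that change divided by the square root of edgeR's F statistic. It restates the test and is not a separate estimate of the spread. A DEG here has an adjusted p under 0.05 and a log2 fold change of at least 1 in size, because Table S1 lists genes below the log2 limit of 2 that the text states. The vertical lines of Fig. 2A, read by eye, stand at about 1, while its caption states 2. The rule for naming genes and 26 lists of genes for germ layers, pathways and cell functions were fixed before the data were examined, and L and S homeologs were kept apart as the authors' table has them. The paper's values had been seen by then. Several lists were prompted by the paper's discussion of these same samples, so their counts are not evidence independent of the paper. At a preset correlation between genes of 0.01, limma's camera test called 17, 13, 15 and 16 of the 26 lists at 1, 3, 6 and 9 h against Pre_activin, and 10, 2, 2 and 3 with an estimated correlation. As a base for the counts in a list, 2594, 3815, 5517 and 6740 of all 23969 genes tested rose at these times, and 73, 1776, 4456 and 5589 fell. A gene with 0 reads in a group is given as a lower bound of its fold, from a floor of 3 counts over the group, and a gene with 1 to 3 reads as a ratio with its 95% counting interval, which covers counting error only.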

To assess the dynamics of gene expression variability following activin A treatment, we performed principal component analysis (PCA) and hierarchical clustering analysis. PCA using all samples showed that there was a clear distinction between the same groups at five time points, and the transcriptomic changes in ACs from Pre_activin to Post 9h_activin (Fig. 1B). Moreover, in hierarchical clustering analysis, we found that Pre_activin samples were distinguished from Post_activin groups (Post 1 h, 3 h, 6 h, and 9h_activin), which were further divided into two subgroups, short-term (Post 1 h and 3h_activin) and long-term activin A treatment (Post 6 h and 9h_activin) (Fig. 1C). These data suggest that the gene expression of ACs is significantly changed after activin A treatment in a temporal manner.

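Transcripts stored in the egg fell while mesoderm genes rose along the time course. mos.L, the kinase that holds the egg in meiosis, was at 329 ± 10.0 CPM in Pre_activin and 29.2 ± 2.84 CPM in Post 9h_activin (SD, n = 3), a log2 fold change of -3.50 (standard error 0.10, adjusted p = 1.99e-13 from edgeR). wnt11b.L, a Wnt ligand of the mesoderm, went from 13.3 ± 1.52 to 152 ± 37.6 CPM within 1 h and stood at 441 ± 36.4 CPM at 9 h, with a log2 fold change at 1 h of 3.52 (standard error 0.16, adjusted p = 1.78e-09 from edgeR). Of 44 tested maternal and oocyte genes, 2, 19, 29 and 32 fell and 0, 2, 2 and 2 rose at 1, 3, 6 and 9 h against Pre_activin. The counts of maternal and oocyte genes were the same when adjusted over the list alone (limma's camera adjusted p = 0.18, 0.16, 0.13 and 0.12 with an estimated correlation). dazl.L, an RNA-binding protein of the germ line, was 1 of the risers, with a log2 fold change at 9 h of 3.27, and trim36.S, needed for cortical rotation, was the other with 1.55. Of 28 pan-mesoderm genes, 14, 24, 26 and 28 rose and none fell at the same times. For the pan-mesoderm list, 17, 25, 27 and 28 rose when adjusted over the list alone (camera adjusted p from limma = 0.032, 0.019, 0.047 and 0.049 with an estimated correlation). On the first principal component of log2 CPM, the groups stood in the order of time, at -134.4 ± 12 in Pre_activin, -87.8 ± 8.8 at 1 h, -30.2 ± 3.5 at 3 h, 86.9 ± 11.6 at 6 h and 165.6 ± 5.3 at 9 h. No 2 groups overlapped on this component, and with 3 libraries against 3 an exact permutation test cannot give a p below 0.1.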

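Endoderm and somite genes were higher after the long treatments than before activin A. a2m.S, a protease inhibitor in the endoderm list, stood at 78.6 ± 7.07 CPM at 3 h and 650.2 ± 144 CPM at 6 h (SD, n = 3), and its log2 fold change from 3 to 6 h was 3.05 (standard error 0.21, adjusted p = 3.13e-08 from edgeR). dll1.S, a Notch ligand of the forming somites, had 23.7 ± 1.55 and 45.7 ± 0.844 CPM at these times, with a log2 fold change of 0.94 (standard error 0.12, adjusted p = 1.17e-05 from edgeR). Of 25 endoderm genes, 15, 17, 23 and 24 rose and none fell at 1, 3, 6 and 9 h against Pre_activin. The counts of endoderm genes were the same when adjusted over the list alone (limma's camera adjusted p = 0.028, 0.019, 0.041 and 0.049 with an estimated correlation). The muscle and somite list had 26 tested members, of which 7, 10, 22 and 23 rose and 0, 0, 1 and 1 fell. Without Pre_activin Rep1, 3 of them rose at 1 h. For the muscle and somite list, 11, 10, 22 and 23 rose when adjusted over the list alone (camera adjusted p from limma = 0.094, 0.22, 0.07 and 0.057 with an estimated correlation). Average-linkage clustering of the 15 libraries first set apart Pre_activin Rep1 and then divided the rest into Pre_activin Rep2 and Rep3 with Post 1h and 3h_activin on one side and Post 6h and 9h_activin on the other. At 5 groups, Post 6h and Post 9h_activin each stood alone, and Pre_activin Rep2 and Rep3 were separate from Post 1h and 3h_activin. The 3 libraries of 4 of the 5 time points formed a clade of their own, the exception being Pre_activin. Without scaling each gene, all 5 time points did. From the distinction between the groups in PCA and clustering, the paper proposes that activin A treatment changes AC gene expression significantly and over time.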

**Figure 1:**
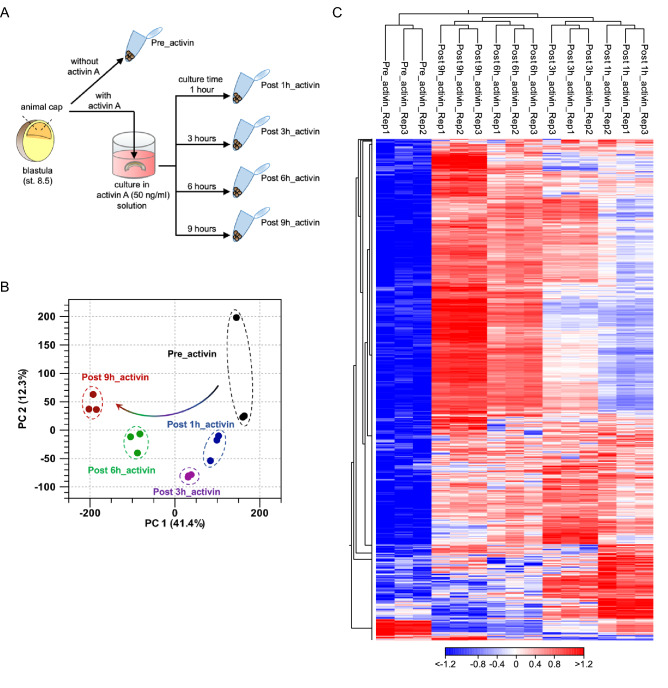
Transcriptomic relationships among AC samples. (**A**) Overview of the sample preparation for a time-course RNA-seq. ACs were collected without activin A treatment (Pre_activin), and after activin A treatment for 1, 3, 6 and 9 h (Post 1h_activin, Post 3h_activin, Post 6h_activin, and Post 9h_activin). (**B**) Principal component analysis (PCA) of ACs. The first two principal components PC1 and PC2 represented 53.7% of the total variance. Each dot denotes a single biological replicate, and dashed circles represent three replicates for each individual sample. Black dot, Pre_activin; blue dot, Post 1h_activin; purple dot, Post 3h_activin; green dot, Post 6h_activin; red dot, Post 9h_activin. (**C**) Hierarchical clustering of the expression profiles between Pre_activin and Post_activin groups. Individual samples are shown in columns, and genes in rows. The upper axis shows the clusters of samples, and the left vertical axis shows clusters of genes. The heatmap represents relative expression (red, high; white, intermediate; blue, low expression). Rep1-3; the biological replicate 1–3. The heatmap was visualized using the CLC Genomic Workbench software 12.0 (QIAGEN).

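One Pre_activin library stood apart, and ribosomal protein genes were among the genes that deviated in it. The 102 tested ribosomal protein genes were all higher in Pre_activin Rep1 than the mean of Rep2 and Rep3, by a median log2 difference of 1.02. rps4x.L, a protein of the small ribosomal subunit, was at 29.9 ± 4.96 CPM in Pre_activin and 83.2 ± 12.8 CPM at 9 h (SD, n = 3). For rps4x.L, the log2 fold change was 1.48 (standard error 0.14, adjusted p = 4.78e-08 from edgeR). Of these 102 genes, 1, 2, 8 and 33 rose and none fell at 1, 3, 6 and 9 h against Pre_activin. The counts of ribosomal proteins genes were the same when adjusted over the list alone (limma's camera adjusted p = 0.82, 0.99, 0.69 and 0.63 with an estimated correlation). Without Pre_activin Rep1, 2, 3, 42 and 76 of them rose, and with scaling by library size only 16 rose at 9 h. ltk.S, a receptor tyrosine kinase, was at 6950 CPM in Rep1 against 1650 and 1740 in Rep2 and Rep3, and fat1.L, an atypical cadherin, at 2.87 against 55.5 and 59.5 CPM. Both were chosen after their values were seen. The first and second principal components took 55.4% and 15.4% of the variance of 23969 genes, 70.8% together. Pre_activin Rep1 lay at 183.2 on the second component, while Rep2 and Rep3 lay at 4.8 and 4.5.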

We then validated the accuracy of gene expression patterns observed by RNA-seq with a semiquantitative RT-PCR. We focused on *ccnb1* as a representative downregulated gene, and *eomesodermin* (*eomes*), *lhx1*, *myf5*, *t*, *goosecoid* (*gsc*), *otx2*, *chordin* (*chrd*), *wnt8a* and *cerberus 1* (*cer1*) as induced genes upon activin A treatment^26–31^. 

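Cyclin B1, which drives entry into mitosis, fell over the time course while genes of the organizer and of the mesoderm rose. ccnb1.S was at 801 ± 190.3 CPM in Pre_activin, 393 ± 15.8 at 3 h and 33.8 ± 4.87 at 9 h (SD, n = 3), a log2 fold change at 9 h of -4.57 (standard error 0.19, adjusted p = 4.22e-12 from edgeR). The brachyury homeolog t.S, a T-box factor of the mesoderm, had 1.07 ± 0.292 in Pre_activin, 5.73 ± 1.18 at 3 h, 205 ± 42.3 at 6 h and 214 ± 8.00 CPM at 9 h, with a log2 fold change of 7.54 (standard error 0.21, adjusted p = 3.98e-13 from edgeR) at 6 h. otx2.L, a homeodomain factor of the anterior organizer, peaked at 6 h with 257 ± 32.7 CPM and stood at 109 ± 16.4 CPM at 9 h, and the log2 fold change between these times was -1.24 (standard error 0.23, adjusted p = 0.000729 from edgeR). chrd.S, a secreted BMP antagonist that lies on chromosome 5S from 81718932 to 81736026 of v9.2, had 2 reads in Pre_activin and 1141 ± 213 CPM at 9 h, a ratio of 24800 (95% counting interval 6850 to 204000). cer1.S, an antagonist of Nodal, BMP and Wnt, had 142 ± 29.1 CPM at 6 h and 569.6 ± 118 CPM at 9 h, with a log2 fold change from 6 to 9 h of 2.01 (standard error 0.19, adjusted p = 1.56e-06 from edgeR). wnt8a.S, a Wnt ligand of the ventral mesoderm, had 0 reads in Pre_activin and 31.8 ± 4.69 CPM at 6 h, which is at least 453-fold higher (adjusted p = 1.33e-09 from edgeR).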

The temporal expression patterns of these representative genes observed by RT-PCR were similar to the data from RNA-seq, with minor differences (compare Supplementary Fig. S3B to S3C, and blue lines in Supplementary Fig. S1 to Supplementary Fig. S4).

### Differentially expressed genes profiles between Pre_activin and Post_activin samples

We next analyzed the statistically significant differentially expressed genes (DEGs) between activin A-treated and -untreated samples. Based on a false discovery rate (FDR) of less than 0.05 and a log2 fold change (FC) ≥ 2 or ≤  − 2, we extracted DEGs in Post_activin samples compared to the Pre_activin sample as a control. The full list of DEGs is shown in Supplementary Table S1, and the top five upregulated and downregulated DEGs in each comparison are shown in Table 1. 

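The genes with large rises included transcription factors and adhesion molecules, and those with large falls included cyclins. foxa4.L, a forkhead factor of the organizer, had 0 reads in Pre_activin and was at least 223-fold higher at 1 h and at least 6430-fold higher at 9 h, at 447 ± 50.2 CPM (SD, n = 3, adjusted p = 6.96e-12 from edgeR). The paraxial protocadherin gene pcdh8.2.L was at least 6250-fold higher at 6 h, and pnhd.S, which encodes the secreted factor pinhead, was at least 3450-fold higher at 9 h. msx1.L, a homeodomain factor downstream of BMP, was already at 29.8 ± 9.60 CPM at 1 h from 0.151 ± 0.145. For msx1.L, the log2 fold change was 7.62 (standard error 0.43, adjusted p = 1.05e-08 from edgeR). Xelaev18038693m.g, a model with 52.2% of its reads not unique, went from 0.138 ± 0.124 to 59.7 ± 22.5 CPM at 1 h. ccnb5.L, an embryonic cyclin B, fell from 496 ± 114 to 0.966 ± 0.232 CPM by 9 h, a log2 fold change of -9.01 (standard error 0.28, adjusted p = 3.33e-13 from edgeR). The A-type cyclin ccna1.L went from 1039 ± 95.9 to 29.1 ± 6.82 CPM at 6 h (log2 fold change -5.16), and cpeb1.L, which controls translation of stored mRNA, from 321 ± 36.7 to 9.81 ± 2.59 CPM at 3 h (log2 fold change -5.03). fbxo43-like.S, related to an inhibitor of the anaphase-promoting complex, was among the few genes down at 1 h, with a log2 fold change of -1.80 (standard error 0.22, adjusted p = 2.14e-05 from edgeR), as was stil.L, a centriole gene that overlaps cmpk1.L, with -1.65. Xelaev18036268m.g, a model without a symbol, fell by 9 h with a log2 fold change of -9.24 (standard error 0.48, adjusted p = 7.73e-11 from edgeR). Of 60 tested cell cycle genes, 6, 9, 17 and 16 rose and 0, 8, 13 and 16 fell at 1, 3, 6 and 9 h. The counts of embryonic cell cycle genes were the same when adjusted over the list alone (limma's camera adjusted p = 0.68, 0.99, 0.86 and 0.98 with an estimated correlation). Among them cdc25b.S, a phosphatase that activates cyclin-dependent kinases, rose at 1 h with a log2 fold change of 3.38, while cdc6.S, needed for DNA replication, fell at 9 h with -4.13. The genes of Table 1 were picked by the study on these samples, so their direction here is not independent evidence.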

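Wnt pathway genes were among those that rose early. sfrp2.S, a secreted Wnt antagonist, went from 10.2 ± 2.99 in Pre_activin to 80.6 ± 10.2 CPM at 1 h (SD, n = 3). For sfrp2.S, the log2 fold change was 2.97 (standard error 0.17, adjusted p = 9.37e-09 from edgeR). ror2.L, a receptor for Wnt5-type ligands, was at 8.12 ± 2.17 at 1 h and 339 ± 46.9 CPM at 9 h, with a log2 fold change against Pre_activin at 9 h of 8.86 (standard error 0.27, adjusted p = 2.77e-13 from edgeR). tcf7.S, a transcription factor of the pathway, fell at 3 h by a log2 fold change of -1.04 and was not a DEG at 9 h, and axin2.S, a feedback inhibitor, had -1.81 at 3 h. Of 33 tested genes of Wnt signaling, 18, 19, 26 and 29 rose and 0, 3, 1 and 0 fell at 1, 3, 6 and 9 h. For the Wnt and siamois list, 20, 19, 26 and 29 rose when adjusted over the list alone (limma's camera adjusted p = 0.035, 0.1, 0.063 and 0.049 with an estimated correlation). Across all 23969 genes tested with edgeR, 2594, 3815, 5517 and 6740 were upregulated and 73, 1776, 4456 and 5589 were downregulated at 1, 3, 6 and 9 h. At a log2 fold change of at least 2 in size, 1395, 2484, 3693 and 4669 were up and 5, 237, 1490 and 2340 down. From one time point to the next, 1268 genes rose and 722 fell from 1 to 3 h, 2308 rose and 2036 fell from 3 to 6 h, and 2383 rose and 715 fell from 6 to 9 h. The number downregulated at 1 h depended on single libraries, with 30 without Post 1h_activin Rep2, 111 without Post 1h_activin Rep1, 141 without Pre_activin Rep2 and 145 without Pre_activin Rep3.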

As shown in Fig. 2A, volcano plots showed that 2573, 4149, 6323, and 8858 genes were upregulated, and 111, 1901, 4704 and 6008 genes were downregulated in the Post 1 h, 3 h, 6 h, and 9h_activin samples, respectively. Thus, the number of DEGs gradually increased over time after treatment with activin A, but more upregulated DEGs were detected than downregulated DEGs across all time points (Fig. 2B). 

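Rises outnumbered falls most strongly at 1 h, and genes of the immediate early and wound response and of the epidermis were part of them. A response to dissection cannot be told apart from one to activin A, since untreated cultured ACs are not among the samples. fosl2.L, an AP-1 subunit, went from 0.445 ± 0.205 in Pre_activin to 18.4 ± 4.25 CPM at 1 h (SD, n = 3), a log2 fold change of 5.34 (standard error 0.31, adjusted p = 1.16e-08 from edgeR). has2.L, which makes hyaluronan, peaked at 3 h with 362 ± 51.6 CPM and was at 59.3 ± 3.96 at 9 h, with a log2 fold change against Pre_activin at 3 h of 5.55. cyr61.L, a matricellular protein of the same list, fell to 0.352 ± 0.0410 CPM at 9 h from 12.1 ± 2.06, a log2 fold change of -5.04. Of 60 immediate early and wound response genes, 30, 31, 30 and 31 rose and 1, 10, 12 and 9 fell at 1, 3, 6 and 9 h. The counts of immediate early and wound response genes were the same when adjusted over the list alone (limma's camera adjusted p = 0.035, 0.2, 0.26 and 0.24 with an estimated correlation). krt.S, a keratin, rose from 19.3 ± 3.79 to 887 ± 156 CPM at 9 h, a log2 fold change of 5.52 (standard error 0.22, adjusted p = 3.1e-12 from edgeR), and grhl1.L, a regulator of the epidermis, fell with -3.04. Of 54 epidermis and non-neural ectoderm genes, 23, 28, 35 and 38 rose and 0, 2, 3 and 4 fell. For the epidermis and non-neural ectoderm list, 25, 29, 35 and 38 rose when adjusted over the list alone (camera adjusted p from limma = 0.043, 0.1, 0.076 and 0.096 with an estimated correlation). foxj1.S, a regulator of motile cilia, reached 88.3 ± 5.68 CPM at 9 h, and 3, 3, 6 and 6 of 17 multiciliated cell genes rose while 0, 2, 2 and 2 fell. Without Pre_activin Rep1, 4 of these fell at 3 h. For the multiciliated cells list, 3, 3, 6 and 6 rose when adjusted over the list alone (limma's camera adjusted p = 0.049, 0.51, 0.39 and 0.31 with an estimated correlation). Upregulated genes were 97.3%, 68.2%, 55.3% and 54.7% of the DEGs at 1, 3, 6 and 9 h. The share fell to 44.3% at 6 h and 42.8% at 9 h when limma was run on log2(RPKM + 0.1), to 45% and 42.3% on log2(RPKM + 1), and at 9 h to 49.4% with scaling by library size only. With no fold change limit it was 69.6% at 1 h, from 3258 genes up and 1423 down, and 51% at 3 h.

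**Figure D1:**
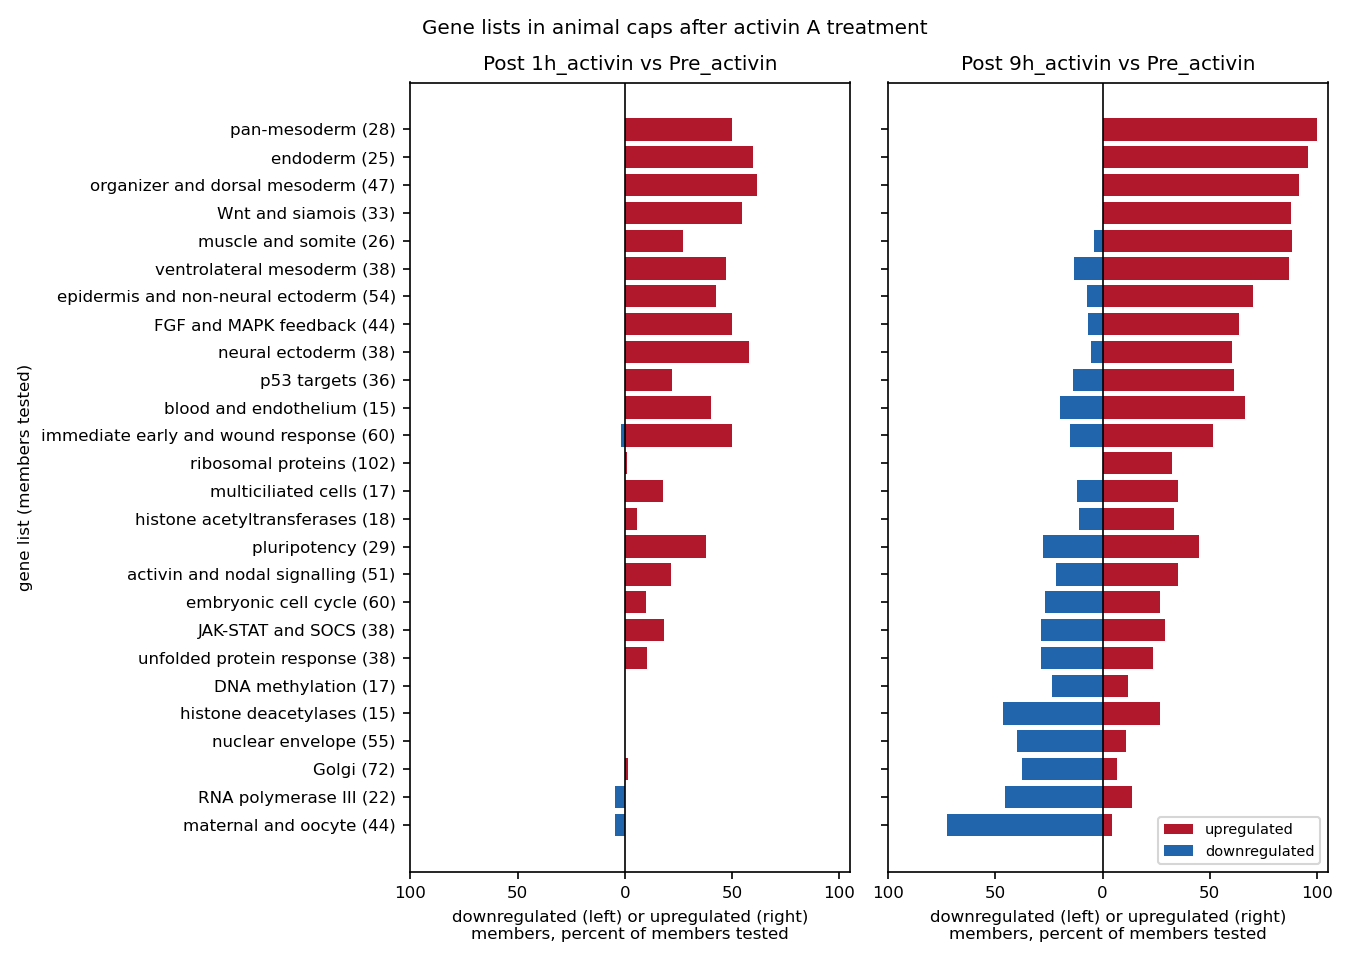
Share of the tested members of each of 26 gene lists that were upregulated (to the right) or downregulated (to the left) against Pre_activin, in percent, at 1 h and at 9 h. Lists of germ layers reach far to the right at 9 h, and the maternal and oocyte list to the left.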

As shown in Fig. 2C, the ratio of unique DEGs (non-overlapping DEGs among different Post_activin samples) in Post 9h_activin sample was higher than other Post_activin samples, implying that time point- or context-specific gene expression actively occurs at least 9 h after treatment with activin A.

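Genes that passed both limits at 9 h alone included muscle, signaling and trafficking genes. actc1.S, cardiac actin of early muscle, had 1 read in Pre_activin and 2.28 ± 1.13 CPM at 9 h (SD, n = 3), a ratio of 101 (95% counting interval 17.7 to 4060) with an adjusted p of 2.25e-06 from edgeR. smad3.L, which carries the activin signal to the nucleus, stood at 4.29 ± 2.18 in Pre_activin and 8.98 ± 1.08 CPM at 9 h. For smad3.L, the log2 fold change was 1.06 (standard error 0.28, adjusted p = 0.00287 from edgeR). copa.S, a coat protein of Golgi vesicles, was at 33.7 ± 3.41 and 75.3 ± 6.17 CPM, with a log2 fold change of 1.16, after 1.00 at 6 h. bambi.S, a pseudoreceptor that inhibits BMP and activin signals, was downregulated at 9 h alone, with 50.5 ± 2.85 CPM at 6 h and 15.9 ± 2.56 CPM at 9 h and a log2 fold change between these times of -1.67 (standard error 0.15, adjusted p = 8.27e-07 from edgeR). sox3.L, a neural plate and pluripotency factor, was another, with a log2 fold change against Pre_activin of -0.92 at 6 h and -1.06 (standard error 0.15, adjusted p = 7.72e-06 from edgeR) at 9 h, so that it passed the limit between values that lie close together. At 9 h, 1244 of the 6740 upregulated DEGs (18.5%) and 1582 of the 5589 downregulated DEGs (28.3%) were unique to that time. The unique shares at 1, 3 and 6 h were 5.7%, 2.8% and 1% of the upregulated DEGs and 11%, 8% and 6.8% of the downregulated DEGs. A gene counted as unique passed both limits at one time only, which is not a test that its change differs between times. Without the filter on low counts, the unique share of upregulated DEGs at 9 h was 29.7%.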

**Table 1:** List of top five upregulated and downregulated DEGs.

	Post 1h_activin (vs Pre_activin)	Post 3h_activin (vs Pre_activin)	Post 6h_activin (vs Pre_activin)	Post 9h_activin (vs Pre_activin)
Upregulated	*socs3.L* *socs3.S* *foxa4.L* Undescribed-1* *foxa4.S*	*foxa4.L* *foxa4.S* *pcdh8.2.S* *unc93a.L* *socs3.L*	*pcdh8.2.L* *foxa4.L* *foxa4.S* *pcdh8.2.S* *chrd.2.L*	*foxa4.L* *chrd.2.L* *pcdh8.2.L* *pnhd.S* *foxa4.S*
Downregulated	*pdp2.L* Undescribed-2* *plekhg7.L* Undescribed-3* *spef1.S*	Undescribed-4* *cpeb1.L* *nkx3-3.L* *cpeb1.S* Undescribed-5*	Undescribed-4* *ccnb5.L* Undescribed-6* Undescribed-7* Undescribed-8*	Undescribed-4* *ccnb5.L* *msmo1.L* Undescribed-6* Undescribed-5*
Undescribed-1*, Xelaev18038693m.g; Undescribed-2*, Xelaev18005995m.g; Undescribed-3*, loc100487103.1; Undescribed-4*, Xelaev18036268m.g; Undescribed-5*, Xelaev18004162m.g; Undescribed-5*, Xelaev18004162m.g; Undescribed-6*, Xelaev18004163m.g; Undescribed-7*, loc100494194.L; Undescribed-8*, Xelaev18008393m.g				

DEGs were identified in the comparison of each Post_activin vs. Pre_activin sample. Sequences that did not show the significant hits or annotations (listed as model IDs starting with “loc” and “Xelaev”) were represented as undescribed 1–8. *X. laevis* is an allotetraploid, and contains two sets of genes, L and S genes.

**Figure 2:**
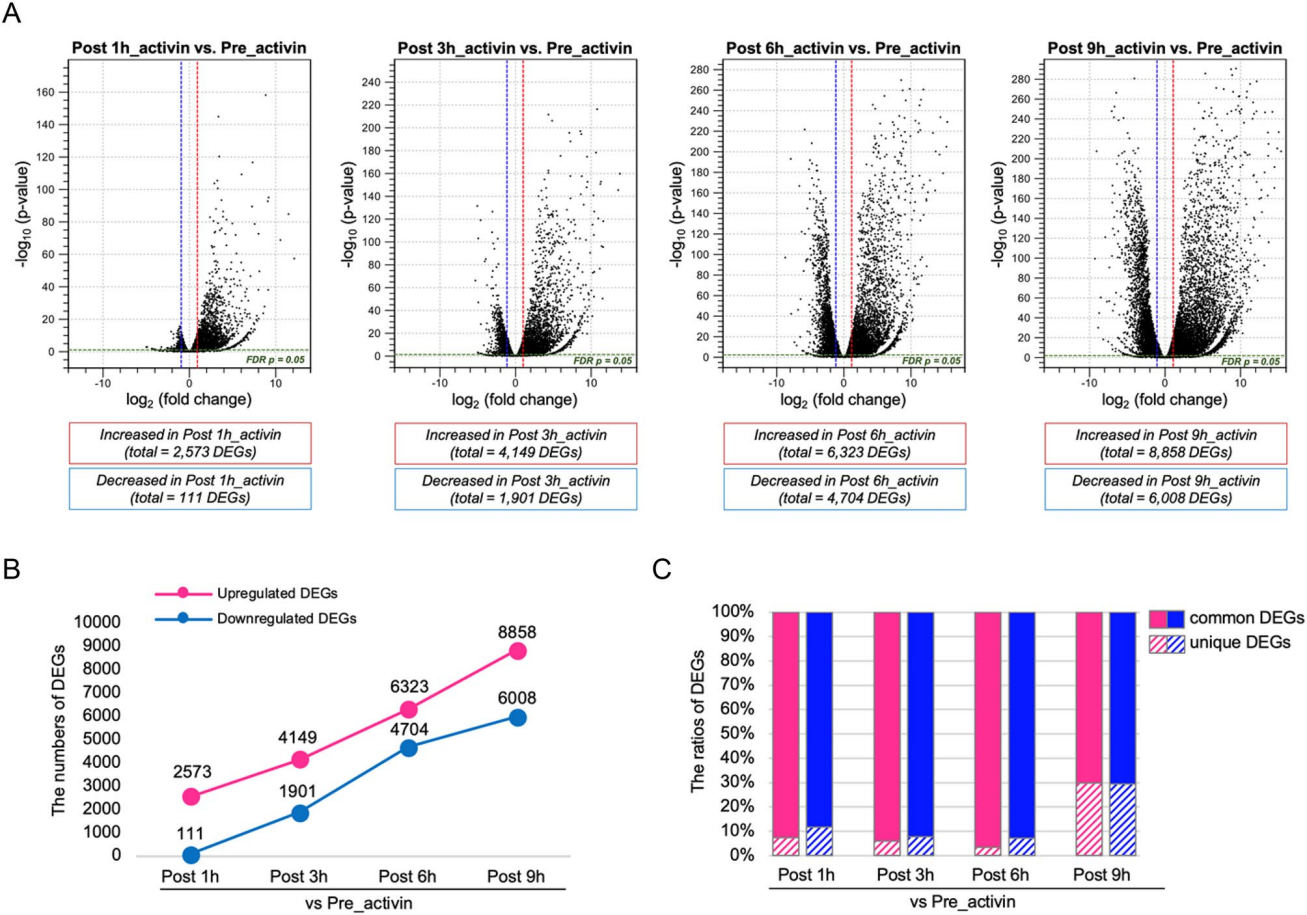
Differentially expressed genes (DEGs) between Pre_activin and each Post_activin sample. DEGs were identified in the comparison of gene expression between Pre_activin and each Post_activin sample based on log2 FC ≥ 2 or ≤  − 2 with FDR at p < 0.05. (**A**) Volcano plots representing DEGs in each comparison. Each dot represents individual DEG. Dotted vertical lines, log2 FC ≥ 2 or ≤  − 2; dotted horizontal line, the significance cut-off (p < 0.05). (**B**) Line graph showing the total number of upregulated and downregulated DEGs in each comparison. (**C**) Bar chart showing the ratio of common DEGs among different Post_activin samples and that of unique DEGs in each Post_activin sample. Common DEGs and unique DEGs are represented by solid or stripe pattern fill, respectively. (**B**,**C**) Magenta, upregulated DEGs; blue, downregulated DEGs.

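Known targets of activin were upregulated at every time point, and the means of mix1.L, eomes.S and nodal1.L were highest at 3 h. mix1.L, a homeodomain factor of the mesendoderm, had 3.93 ± 0.485 in Pre_activin, 36.0 ± 9.15 at 1 h, 251 ± 35.3 at 3 h and 46.7 ± 2.36 CPM at 9 h (SD, n = 3), with a log2 fold change at 1 h of 3.18 (standard error 0.20, adjusted p = 2.8e-08 from edgeR). eomes.S, a T-box factor upstream of mesoderm genes, rose from 0.220 ± 0.143 to 35.8 ± 15.2 at 1 h and 365 ± 44.2 CPM at 3 h, a log2 fold change at 3 h of 10.69 (standard error 0.40, adjusted p = 4.18e-11 from edgeR). The log2 fold change of eomes.S from 3 to 6 h was -0.67 (adjusted p = 0.0204 from edgeR). nodal1.L, a TGF-β ligand on chromosome 3L from 125414383 to 125416891, had 1 read in Pre_activin and 46.8 ± 6.07 CPM at 3 h, a ratio of 2000 (95% counting interval 359 to 79200), and fell to 2.44 ± 0.692 CPM by 9 h. foxa4.S had 0 reads in Pre_activin and was at least 1810-fold higher at 3 h, at 127 ± 15.8 CPM. Over all 4 comparisons, 2060 genes were upregulated in common and 53 were downregulated. Lists of these lengths drawn independently from 23969 genes would share 26.7 and 0.234 genes. In 20 simulations, all 15 libraries were drawn with the same mean for each gene, and 4 unchanged groups were compared with the same 3 simulated controls. No gene was called at all 4 times, and the shared controls alone gave a median of 67 genes in common among the top 1000 rises. The low levels of many genes in Pre_activin and the deviation of Pre_activin Rep1 were not reproduced, so the simulations cannot show what the real controls add. Part of the excess may come from the shared controls, since 3 libraries cannot be divided into 2 sets of at least 2.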

According to the data set of DEGs shown in the Venn diagrams, 1861 genes including activin-responsive targets, *mix1*, *gsc*, *eomes*, *foxa4* and *nodal1*^32–36^, were commonly upregulated (Fig. 3A and Supplementary Table S2), and only 70 genes were commonly downregulated among all Post_activin samples (Supplementary Fig. S5 and Supplementary Table S2). To characterize the functional features of DEGs in ACs following activin A treatment, we performed gene ontology (GO) functional annotation of common upregulated DEGs. 

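Among genes of the neural ectoderm and of blood and endothelium, rises outnumbered falls at each time, as they did over all genes tested. foxd4l1.1.L, which keeps neural precursors immature, went from 3.2 ± 1.52 in Pre_activin to 21.3 ± 4.43 CPM at 1 h (SD, n = 3). For foxd4l1.1.L, the log2 fold change at 1 h was 2.69 (standard error 0.25, adjusted p = 1.27e-06 from edgeR). gmnn.L, which encodes geminin, fell to 142 ± 12.1 CPM at 9 h from 537 ± 188, with a log2 fold change of -1.92. Of 38 neural ectoderm genes, 22, 18, 23 and 23 rose and 0, 3, 1 and 2 fell at 1, 3, 6 and 9 h. The counts of neural ectoderm genes were the same when adjusted over the list alone (limma's camera adjusted p = 0.028, 0.18, 0.15 and 0.096 with an estimated correlation). gata2.L, a factor of blood precursors and ventral ectoderm, reached 113 ± 8.18 CPM at 3 h from 2.67 ± 0.210, a log2 fold change of 5.40 (standard error 0.27, adjusted p = 4.13e-10 from edgeR). tal1.L, needed for blood formation, fell over the same time with -1.96. Of 15 blood and endothelium genes, 6, 8, 10 and 10 rose and 0, 1, 1 and 3 fell. For the blood and endothelium list, 6, 8, 10 and 10 rose when adjusted over the list alone (camera adjusted p from limma = 0.055, 0.1, 0.076 and 0.096 with an estimated correlation).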

Common upregulated DEGs among all Post_activin samples were associated with animal organ morphogenesis (GO:0009887) and embryonic organ development (GO:0048568) (Fig. 3B).

**Figure 3:**
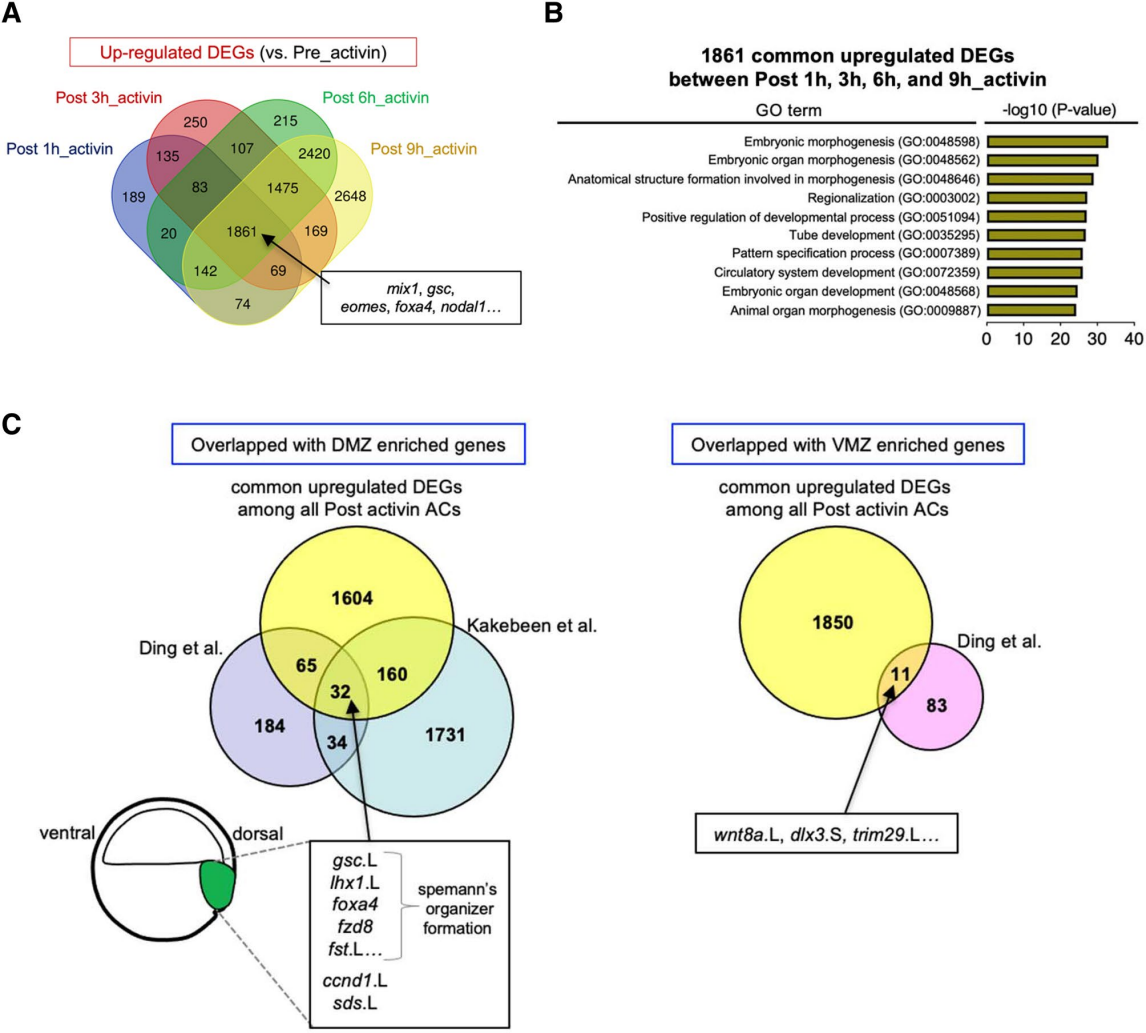
Common upregulated DEGs among Post_activin samples. (**A**) Venn diagrams showing overlap among upregulated DEGs. The numbers of common and unique upregulated DEGs are displayed in colored ellipses. Known activin responsive genes are listed as indicated. (**B**) Gene ontology (GO) enrichment analysis of 1861 common upregulated DEGs between Post 1 h, 3 h, 6 h, and 9h_activin. The top ten enriched GO terms in biological processes, and the -log10 (P-value) of the significant GO terms are displayed in order of significance from the bottom of the list. (**C**) Left Venn diagram showing the comparison of DMZ-enriched genes at stage 10.5 (Ding et al.), those at stage 11 (Kakebeen et al.) and common upregulated DEGs among all Post_activin samples. The representatives of overlapping genes among three studies are indicated. Right Venn diagram showing the comparison of VMZ-enriched genes at stage 10.5 (Ding et al.) and common upregulated DEGs among all Post_activin samples. The numbers of common and unique genes in independent studies are displayed in colored circles.

To gain the understanding of genes induced by activin A, we compared the DEGs in response to activin A with the set of genes enriched in the marginal zone of the *Xenopus* gastrula. The transcriptome datasets of dorsal marginal zone (DMZ)- and ventral marginal zone (VMZ)-enriched genes were obtained from different groups^23,24^, and compared with common upregulated DEGs among all Post_activin samples. As shown in Fig. 3C, we detected the overlaps of DMZ-enriched genes including *gsc*.L, *lhx1*.L, *foxa4*, *fzd8*, and *follistatin* (*fst*.L) that are involved in Spemann’s organizer formation, as well as *ccnd1*.L encoding cyclin D1, and *sds*.L encoding serine dehydratase (left). In addition, a few VMZ-enriched genes including *wnt8a*.L, *dlx3*.S, and *trim29*.L overlapped with upregulated DEGs in response to activin A (Fig. 3C right).

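The organizer genes gsc.L, lhx1.L, fzd8.S and fst.L were upregulated at 1 h. gsc.L, the homeodomain factor goosecoid on chromosome 8L from 65960648 to 65963676, had 2 reads in Pre_activin and 15.4 ± 5.28 CPM at 1 h (SD, n = 3), a ratio of 328 (95% counting interval 90.5 to 2710) with an adjusted p of 9.37e-09 from edgeR. It peaked at 6 h with 92.8 ± 16.2 CPM and fell to 16.3 ± 2.62 CPM at 9 h. For gsc.L, the log2 fold change from 6 to 9 h was -2.51 (standard error 0.20, adjusted p = 3.76e-07 from edgeR). lhx1.L, a LIM homeodomain factor, rose from 3.05 ± 0.330 to 15.2 ± 6.33 at 1 h and 174 ± 2.21 CPM at 6 h, with a log2 fold change at 1 h of 2.32. fzd8.S, a Wnt receptor, went from 3.89 ± 1.80 to 39.3 ± 13.7 CPM at 1 h (log2 fold change 3.32), and the log2 fold change of its homeolog fzd8.L, with 14.3% of its reads not unique, was 2.04. fst.L, encoding the activin-binding protein follistatin, had 1.47 ± 0.474 at 1 h and 6.36 ± 1.45 CPM at 9 h, with a log2 fold change at 1 h of 2.37 (standard error 0.45, adjusted p = 0.0013 from edgeR). Cyclin D1 gene ccnd1.L had 3 reads in Pre_activin and 19.4 ± 0.981 CPM at 3 h, a ratio of 276 (95% counting interval 93.9 to 1340). sds.L, encoding serine dehydratase, went from 0.821 ± 0.263 to 2.11 ± 0.650 at 1 h and 27.7 ± 4.30 CPM at 6 h, with a log2 fold change at 1 h of 1.31 (standard error 0.33, adjusted p = 0.00905 from edgeR). Of 47 organizer and dorsal mesoderm genes, 29, 33, 44 and 43 rose and 0, 1, 0 and 0 fell at 1, 3, 6 and 9 h. For the organizer and dorsal mesoderm list, 31, 34, 44 and 43 rose when adjusted over the list alone (limma's camera adjusted p = 0.032, 0.099, 0.059 and 0.061 with an estimated correlation). The DMZ gene sets of the other studies were not analysed here.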

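wnt8a.L, dlx3.S and trim29.L were at low levels at 1 h and had their highest means at 9 h. wnt8a.L was at 0.103 ± 0.119 in Pre_activin, 0.963 ± 0.209 at 1 h and 119.9 ± 27.7 CPM at 9 h (SD, n = 3), with log2 fold changes of 2.93 (standard error 0.58, adjusted p = 0.00169 from edgeR) at 1 h and 9.89 at 9 h. dlx3.S, a homeodomain factor of ventral ectoderm, had 3.00 ± 0.640 at 1 h and 23.6 ± 7.19 CPM at 9 h, and its log2 fold change at 1 h was 4.86 (standard error 0.53, adjusted p = 6.84e-06 from edgeR). trim29.L, a tripartite motif protein, had 2.75 ± 0.662 and 83.2 ± 18.6 CPM, with 4.72 at 1 h. Its homeolog trim29.S did not pass at 1 h (log2 fold change 0.79, adjusted p = 0.226 from edgeR) and rose by 9 h with 4.2. id3.L, a target of BMP signals, rose from 13.6 ± 2.93 to 377 ± 30.0 CPM at 6 h, a log2 fold change of 4.79 (standard error 0.16, adjusted p = 1.43e-12 from edgeR), while id2.L of the same family fell at 9 h with -2.02. Of 38 ventrolateral mesoderm genes, 18, 24, 33 and 33 rose and 0, 0, 1 and 5 fell at 1, 3, 6 and 9 h. For the ventrolateral mesoderm list, 18, 25, 33 and 33 rose when adjusted over the list alone (limma's camera adjusted p = 0.043, 0.1, 0.059 and 0.075 with an estimated correlation). Pre_activin Rep1 had a median log2 deviation of 0.24 from Rep2 and Rep3 over the members of this list that were at 1 CPM or more.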

### Classification of genes that exhibited distinct expression pattern

To identify the set of genes with similar temporal expression patterns, we performed k-means clustering for 2000 genes, which were variably expressed after activin A treatment. 

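k-means was run here on log2(CPM + 4) of the 2000 most variable genes, each centred on its mean, with 50 random starts. The largest of the 4 clusters held 879 genes (44%) that fell throughout, with a centre of 1.26 in Pre_activin, 0.95 at 1 h, 0.2 at 3 h, -0.95 at 6 h and -1.45 at 9 h on the log2 scale. A cluster of 584 genes (29.2%) rose late, from -0.57 at 3 h to 0.62 at 6 h and 1.78 at 9 h. Another of 294 genes (14.7%) rose early, from -1.96 in Pre_activin to -0.55 at 1 h and 0.61 at 3 h, and was at 0.95 at both 6 and 9 h. The smallest, with 243 genes (12.2%), rose from -2.29 to 2.58 over the time course, with the largest step between 3 h (-0.52) and 6 h (1.81). With 1000 genes the largest cluster held 31.9% of the genes and with 4000 genes 50.9%.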

We identified four clusters with distinct expression patterns (Fig. 4A and Supplementary Table S3). Cluster A (967 genes) contained a set of genes that was downregulated over time after activin A treatment. 

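zfp36l2.1.L, a gene of cluster A for an RNA-binding protein that destabilizes mRNA, was at 210 ± 58.9 CPM in Pre_activin and 1.70 ± 0.406 CPM at 9 h (SD, n = 3), a log2 fold change of -6.95 (standard error 0.27, adjusted p = 1.76e-12 from edgeR). All but 2 of the 2000 rows of Table S3 could be read here, and 963 of the 967 genes listed for cluster A matched a gene of the deposited table. Among the 957 of them that were tested, 32, 462, 875 and 922 were downregulated and 38, 21, 1 and 2 upregulated at 1, 3, 6 and 9 h. The mean level was highest in Pre_activin for 856 genes, at 1 h for 74, at 3 h for 26 and at 6 h for 1. The study chose the clusters on these samples, so the counts in clusters A to D are not independent evidence of a direction.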

Clusters B, C, and D contained genes that were upregulated after activin A treatment, but there was little difference in gene expression patterns. Cluster B (213 genes) contained genes whose expression was significantly upregulated at 1 or 3 h and subsequently downregulated at later time points. 

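flrt3.L, a membrane protein that promotes FGF signaling, rose from 0.728 ± 0.226 in Pre_activin to 48.5 ± 17.6 CPM at 1 h and 275 ± 32.5 CPM at 3 h (SD, n = 3). For flrt3.L, the log2 fold change from 1 to 3 h was 2.50 (standard error 0.19, adjusted p = 2.64e-07 from edgeR). lefty.S, an inhibitor of Nodal, peaked at 3 h with 70.0 ± 6.11 CPM and was at 2.45 ± 0.503 at 9 h, with a log2 fold change from 3 to 6 h of -2.59 (standard error 0.19, adjusted p = 2.95e-08 from edgeR). Of the 213 listed genes of cluster B, 210 were tested, and 187, 203, 200 and 185 were upregulated at 1, 3, 6 and 9 h. None was downregulated at 1, 3 or 6 h and 2 were at 9 h. Their mean level was highest at 1 h for 11 genes, at 3 h for 82, at 6 h for 54 and at 9 h for 63. From 1 to 3 h, 96 of the genes rose, from 3 to 6 h 12 rose and 35 fell, and from 6 to 9 h 6 rose and 39 fell. For these numbers a gene had to pass both limits of a DEG in edgeR.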

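mixer.L, a homeodomain factor of the mesendoderm, was at 3.85 ± 1.82 at 1 h, 107 ± 18.7 at 3 h, 711 ± 92.7 CPM at 6 h and 815 ± 61.3 CPM at 9 h (SD, n = 3), with a log2 fold change from 3 to 6 h of 2.74 (standard error 0.24, adjusted p = 3.8e-07 from edgeR) and from 6 to 9 h of 0.20 (standard error 0.23, adjusted p = 0.55 from edgeR). pnhd.L went from 1.83 ± 0.596 at 3 h to 104 ± 3.65 CPM at 6 h, a log2 fold change of 5.81 (standard error 0.19, adjusted p = 2.29e-11 from edgeR). The genes of cluster C, 204 in Table S3 and 203 of them tested, counted 163, 193, 203 and 203 upregulated at 1, 3, 6 and 9 h. From 1 to 3 h 146 rose, from 3 to 6 h 169 rose, and from 6 to 9 h 50 rose and 4 fell. The mean level was highest at 9 h for 168 of the genes and at 6 h for 35.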

Cluster C (204 genes) contained genes whose expression was markedly from 3 or 6 h, and slightly downregulated but maintained at higher expression levels at later time points. Cluster D (616 genes) contained genes that were drastically upregulated at 6 or 9 h.

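sp5.L, a zinc finger factor downstream of Wnt, was at 0.356 ± 0.286 at 3 h, 2.07 ± 1.35 at 6 h and 48.6 ± 2.1 CPM at 9 h (SD, n = 3), and rose from 6 to 9 h by a log2 fold change of 4.54 (standard error 0.32, adjusted p = 1.24e-07 from edgeR). foxa1.L, a forkhead factor of the endoderm, had 9.45 ± 0.410, 36.0 ± 4.70 and 84.7 ± 13.4 CPM at the same times, with a log2 fold change from 3 to 6 h of 1.93 (standard error 0.14, adjusted p = 4.96e-08 from edgeR). Table S3 as read here holds 614 of the genes of cluster D, of which 604 were tested. At 1, 3, 6 and 9 h, 185, 328, 577 and 601 of them were upregulated and 1, 12, 0 and 0 downregulated in edgeR's test. The level was highest at 9 h for 556 and at 6 h for 47. The steps from 1 to 3 h, from 3 to 6 h and from 6 to 9 h raised 164, 496 and 253 of the genes and lowered 15, 0 and 3.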

**Figure 4:**
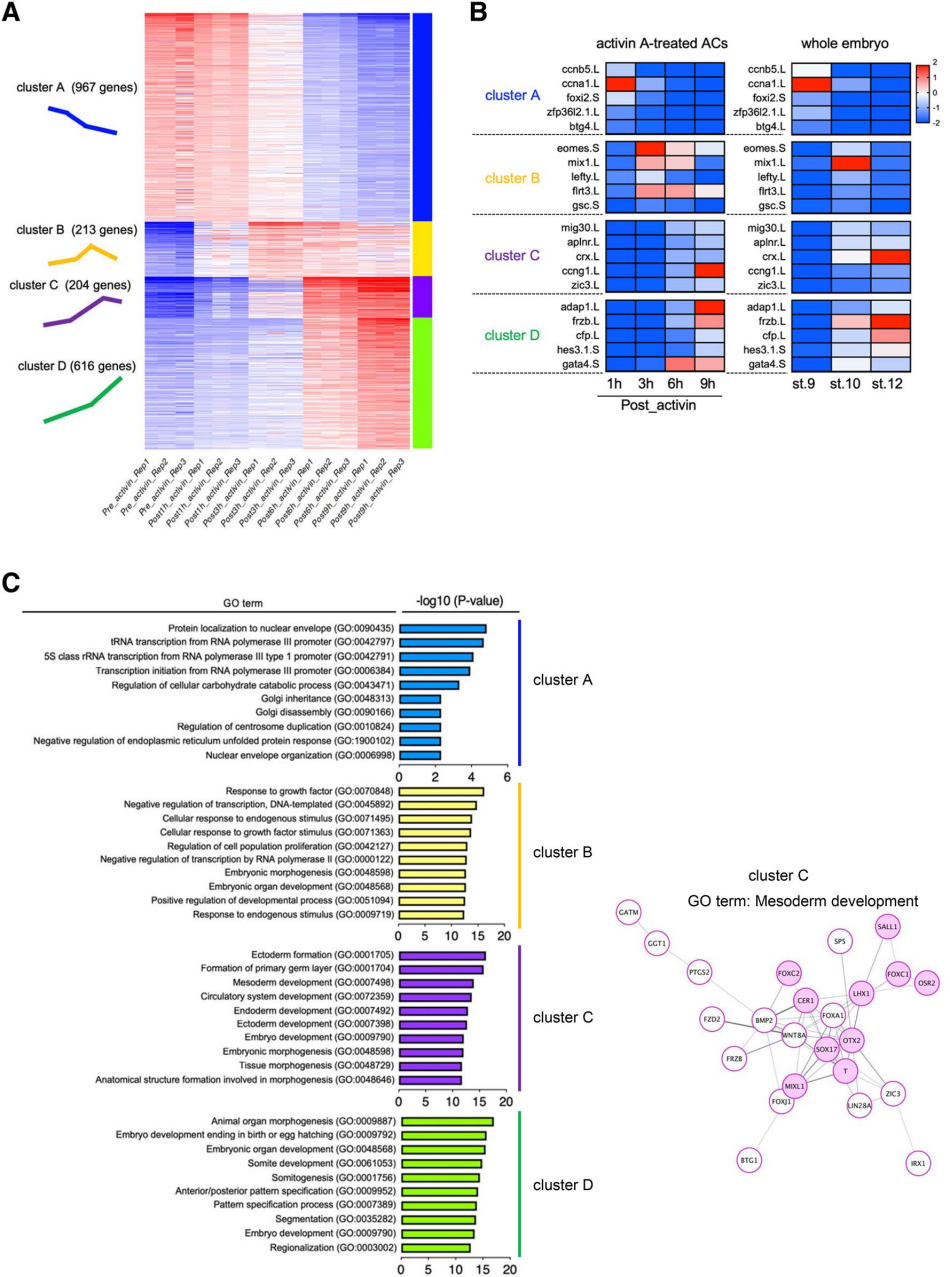
Clustering of gene expression trajectories. (**A**) K-means clustering of 2000 variable genes following activin A treatment. Genes were classified into four clusters based on similar expression patterns. Individual samples are displayed on the vertical axis, and genes on the horizontal axis. The colors in heatmap indicates relative expression of each tile (red, high; white, intermediate; blue, low expression). The heatmap was visualized using the iDEP.93 online tools (http://bioinformatics.sdstate.edu/idep/). The number of genes and schematic diagrams representing specific expression patterns in each cluster are shown on the left. (**B**) Heatmaps showing the gene expression of five representatives in each cluster. The expression of genes observed in activin A-treated ACs (left), and that in whole gastrula embryos (stages 9, 10 and 12) (right). The transcriptomes of the whole embryos were obtained from “Session et al.” dataset. The color scale bar is shown at the top right corner of the figure. The heatmap represents relative gene expression (red, high; white, intermediate; blue, low expression). The heatmaps were visualized using the CLC Genomic Workbench software 12.0 (QIAGEN). (**C**) GO enrichment analysis of genes in different clusters and the genes of cluster C assigned in the mesoderm development GO term. (left) The top ten enriched GO terms in biological processes, and the -log10 (P-value) of the significant GO terms are displayed in order of significance from the bottom of the list. Results of GO analysis in each cluster are indicated by different colors: blue, cluster A; yellow, cluster B; purple, cluster C; green, cluster D. (right) The predicted protein–protein interaction (PPI) network for genes in cluster C. Nodes associated with mesoderm development represent as pink circles, and other nodes as white circles. Edges are as grey lines. The thickness of connected lines indicates the strength of the interaction.

To compare activin A-induced ACs differentiation in vitro with in vivo development, we presented the temporal gene expression of five representatives of each cluster in activin A-treated ACs and that in whole gastrula embryos. The transcriptome dataset of the whole gastrula embryos was obtained from published RNA-seq data^25^. 

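Both homeologs of genes drawn for cluster A fell in the ACs by 3 h and were lower still at 9 h. foxi2.S, a forkhead factor that starts ectoderm formation from stored mRNA, was at 349 ± 95.8 CPM in Pre_activin, 71.8 ± 5.93 at 3 h, 10.4 ± 1.78 at 6 h and 4.39 ± 0.188 at 9 h (SD, n = 3), with a log2 fold change at 3 h of -2.28 (standard error 0.17, adjusted p = 1.89e-08 from edgeR). foxi2.L had log2 fold changes of -1.1 at 3 h and -6.07 at 9 h. btg4.S, which recruits the deadenylase that clears maternal mRNA, went from 121 ± 27.8 to 2.21 ± 0.184 CPM. For btg4.S, the log2 fold change at 9 h was -5.76 (standard error 0.22, adjusted p = 1.54e-12 from edgeR). The log2 fold change of btg4.L at 9 h was -6.62, and that of ccna1.S -6.62, from 873 ± 69.1 to 8.92 ± 1.55 CPM. The whole embryo libraries of the other study were not analysed here.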

As shown in Fig. 4B, the downregulation of genes in cluster A was observed in both cultured ACs and whole embryos. Conversely, the expression of genes in cluster B was actively induced in ACs at the early time point (in Post 3 h and 6h_activin ACs), but these genes were modestly induced in whole embryos (Fig. 4B). 

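The genes drawn for cluster B differed in how far they had come down by 9 h in the ACs. lefty.L went from 1.88 ± 1.06 in Pre_activin to 60.6 ± 16.2 at 1 h and 154 ± 8.93 CPM at 3 h (SD, n = 3), a log2 fold change at 3 h of 6.4 (standard error 0.33, adjusted p = 5.62e-10 from edgeR), and was at 8.34 ± 1.43 at 9 h. gsc.S had 54.9 ± 7.84 at 3 h, 42.0 ± 7.30 at 6 h and 8.77 ± 1.95 CPM at 9 h. eomes.L was at 148 ± 25.7 at 6 h and 131 ± 28.9 CPM at 9 h, a log2 fold change between these times of -0.18 (standard error 0.25, adjusted p = 0.634 from edgeR). mix1.L had 236 ± 40.3 CPM at 6 h, and its log2 fold change from 6 to 9 h was -2.34 (standard error 0.17, adjusted p = 1.83e-07 from edgeR). flrt3.S, which Table S3 lists in cluster C, rose from 4.95 ± 1.04 at 1 h to 98.9 ± 16.3 at 3 h and 270.3 ± 4.97 CPM at 6 h, then fell to 106 ± 10.9 by 9 h. For flrt3.S, the log2 fold change from 6 to 9 h was -1.35 (standard error 0.16, adjusted p = 1.04e-05 from edgeR).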

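The genes drawn for clusters C and D had higher levels in the ACs at 9 h than at 3 h. mig30.L, a secreted protein of the IGF-binding family with 23.7% of its reads not unique, went from 23.1 ± 5.96 at 3 h to 295 ± 9.13 CPM at 6 h and 385 ± 60.6 CPM at 9 h (SD, n = 3), a log2 fold change from 3 to 6 h of 3.67 (standard error 0.19, adjusted p = 1.14e-09 from edgeR). aplnr.L, the apelin receptor, was at 12.1 ± 5.85, 151 ± 19.9 and 254 ± 11.2 CPM at these times, and crx.L, an otx5-type homeodomain factor, at 8.23 ± 1.76, 208 ± 25.0 and 217 ± 13.9 CPM. ccng1.L, a cyclin induced by p53, was at 183 ± 24.6 at 6 h and 789.7 ± 53.6 CPM at 9 h. For ccng1.L, the log2 fold change was 2.11 (standard error 0.23, adjusted p = 6.91e-06 from edgeR). adap1.L, an Arf GTPase-activating protein, had 42.5 ± 2.27 and 193 ± 7.79 CPM, with a log2 fold change of 2.18. frzb.L, a secreted Wnt antagonist, rose from 0.299 ± 0.210 to 148 ± 40.2 CPM between 3 and 9 h, and its log2 fold change against Pre_activin at 9 h was 9.39 (standard error 0.37, adjusted p = 2.48e-12 from edgeR). hes3.1.S, a Notch-related repressor, and gata4.L, an endoderm factor, had log2 fold changes at 9 h of 6.14 and 9.95.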

The expression of genes in cluster C and cluster D increased in ACs later (in Post 9h_activin ACs), and similar temporal changes in gene expression were observed in whole embryos (Fig. 4B).

To further investigate the functional diversity of DEGs over time after activin A treatment, we next performed functional enrichment analysis on each cluster. The top ten GO terms in each cluster are listed in Supplementary Table S4. GO enrichment analysis of biological processes showed that genes in cluster A were associated with nuclear envelop organization (GO:0006998), regulation of endoplasmic reticulum (GO:1900102) and golgi (GO:0090166, GO:0048313) (Fig. 4C and Supplementary Table S4). 

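Genes of the nuclear envelope, the Golgi, the unfolded protein response and RNA polymerase III moved in both directions, with more falls than rises at 9 h. tor1a.S, an ATPase of the nuclear envelope, went from 109 ± 5.91 CPM in Pre_activin to 6.91 ± 0.998 CPM at 9 h (SD, n = 3), a log2 fold change of -3.99 (standard error 0.12, adjusted p = 3.13e-13 from edgeR), while lbr.S, the lamin B receptor, rose with 1.71. Of 55 nuclear envelope genes, 0, 6, 17 and 22 fell and 0, 1, 2 and 6 rose at 1, 3, 6 and 9 h. Without Pre_activin Rep1, 4 of these rose at 6 h. The counts of nuclear envelope genes were the same when adjusted over the list alone (limma's camera adjusted p = 0.059, 0.25, 0.39 and 0.18 with an estimated correlation). stx5.S, a SNARE of the Golgi, fell from 75.4 ± 3.74 to 9.27 ± 0.699 CPM, a log2 fold change of -3.02 (standard error 0.11, adjusted p = 1.58e-12 from edgeR). Of 72 Golgi genes, 0, 3, 17 and 27 fell and 1, 1, 3 and 5 rose. With scaling by library size only, 3 Golgi genes rose at 9 h. The counts of Golgi genes were the same when adjusted over the list alone (camera adjusted p from limma = 0.18, 0.52, 0.29 and 0.16 with an estimated correlation). dnajb9.S, a chaperone of the endoplasmic reticulum, fell with a log2 fold change at 9 h of -4.08, and xbp1.S, a transcription factor of the unfolded protein response, rose with 2.87. Of 38 genes of that response, 0, 5, 10 and 11 fell and 4, 4, 9 and 9 rose. The counts of unfolded protein response genes were the same when adjusted over the list alone (limma's camera adjusted p = 0.5, 0.54, 0.6 and 0.63 with an estimated correlation), and Pre_activin Rep1 had a median log2 deviation of 0.38 from Rep2 and Rep3 over them. gtf3c2.L, a subunit of the factor that recruits RNA polymerase III, was already down at 1 h with -1.15 (standard error 0.14, adjusted p = 2.46e-05 from edgeR), and 1, 5, 10 and 10 of 22 genes of that polymerase fell while 0, 0, 2 and 3 rose. Without Pre_activin Rep1 or with scaling by library size only, 3 of these fell at 3 h. The counts of RNA polymerase III genes were the same when adjusted over the list alone (limma's camera adjusted p = 0.072, 0.1, 0.15 and 0.13 with an estimated correlation). For the terms that Table S4 lists, 0, 4, 8 and 8 of 10 tested genes of nuclear envelope organization and 0, 1, 2 and 4 of 6 of Golgi disassembly were down, in genes the study chose on these samples.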

Notably, genes in cluster B were associated with growth factor stimulus (GO:009719, GO:0071363, GO:0071495, GO:0070848), in cluster C were associated with primary germ layer formation (GO:0009798, GO:0007492, GO:0007498, GO:0001704, GO:0001705), and those in cluster D were associated with regionalization (GO:0003002), pattern specification (GO:0007389, GO:0009952), and somite formation (GO:0001756, GO:0061053) (Fig. 4C and Supplementary Table S4). In addition, the predicted protein–protein interaction (PPI) network for genes in cluster C showed that some genes, encoding transcription factors such as OTX2, SOX17, T, and LHX1, were assigned in the mesoderm development GO term (GO: 0007498) (Fig. 4C pink circles, Supplemental Table S5).

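Most of the genes that Table S4 lists for these terms were upregulated by 6 h, in sets the study chose on these samples. Of 39 tested genes of the cellular response to growth factor stimulus from cluster B, 30, 36, 36 and 34 were upregulated at 1, 3, 6 and 9 h and none was downregulated, in edgeR's test. Of 14 genes of primary germ layer formation from cluster C, 7, 11, 14 and 14 were upregulated. For regionalization in cluster D, 24, 29, 49 and 51 of 57 genes were upregulated and 0, 3, 3 and 2 downregulated, and for somitogenesis 10, 12, 24 and 25 of 26 were upregulated. foxc1.S, a forkhead factor of the somites, was at 3.90 ± 0.565 at 3 h and 49.1 ± 7.23 CPM at 9 h (SD, n = 3), a log2 fold change against Pre_activin at 9 h of 5.00 (standard error 0.26, adjusted p = 4.73e-11 from edgeR). pcdh8.L of the forming somites had 16.1 ± 2.42 CPM and a log2 fold change at 3 h of 2.38. mespb.S, a segmentation factor, had 0 reads in Pre_activin and was at least 53.4-fold higher at 3 h, at 3.76 ± 0.391 CPM.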

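The homeologs of the 4 transcription factors rose at different times. sox17a.L, an endoderm factor, went from 6.08 ± 0.961 in Pre_activin to 60.2 ± 6.68 CPM at 3 h and 207 ± 13.3 CPM at 9 h (SD, n = 3), with a log2 fold change at 3 h of 3.32 (standard error 0.13, adjusted p = 4.18e-11 from edgeR), and sox17b.1.L had 3.37. otx2.S reached 78.7 ± 11.6 CPM at 6 h. For otx2.S, the log2 fold change was 6.34 (standard error 0.25, adjusted p = 4.98e-12 from edgeR). t.L did not pass at 3 h (0.509 ± 0.451 against 0.645 ± 0.138 in Pre_activin, log2 fold change -0.28, adjusted p = 0.723 from edgeR) and was at 101 ± 7.26 CPM at 9 h with 7.29. lhx1.S went from 5.61 ± 0.727 to 52.0 ± 5.98 CPM at 3 h and 180 ± 9.40 CPM at 6 h, a log2 fold change at 3 h of 3.2 (standard error 0.16, adjusted p = 3.62e-10 from edgeR). The genes that Table S4 lists for mesoderm development gave 16 tested homeologs, of which 9, 13, 16 and 16 were upregulated at 1, 3, 6 and 9 h, a set the study chose on these samples.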

### Upregulation of *socs3* in response to activin A

The most significantly upregulated DEGs in activin A-treated ACs at the early time point was *socs3* (Table 1, Post 1h_activin). Therefore, we focused on *socs3* as a possible activin-inducible gene. *socs3* is reportedly involved in cytokine signaling, and induced in response to wound healing after epithelium trauma^37^. 

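Both socs3 homeologs went from no reads to a clear signal within 1 h. socs3.L, an inhibitor of cytokine signaling that lies on chromosome 9_10L from 18816878 to 18820128, had 0 reads in all 3 Pre_activin libraries and 46.1 ± 19.1 CPM at 1 h (SD, n = 3), with 484, 1008 and 572 reads in the replicates. This is at least 650-fold higher than in Pre_activin (adjusted p = 6.92e-07 from edgeR). socs3.S, on chromosome 9_10S from 17251010 to 17252687, also had 0 reads before and 29.3 ± 10.6 CPM at 1 h, which is at least 412-fold higher than in Pre_activin (adjusted p = 2.42e-08 from edgeR). Later levels were 29.3 ± 5.19, 12.6 ± 7.51 and 26.5 ± 1.66 CPM at 3, 6 and 9 h for socs3.L and 22.7 ± 0.794, 19.4 ± 3.08 and 41.4 ± 7.56 CPM for socs3.S. The log2 fold change from 1 to 3 h was -0.65 (standard error 0.35, adjusted p = 0.223 from edgeR) for socs3.L and -0.37 (standard error 0.23, adjusted p = 0.299 from edgeR) for socs3.S. Among the upregulated DEGs at 1 h, socs3.L and socs3.S ranked 1 and 2 by fitted log2 fold change and 186 and 41 by p.

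**Figure D2:**
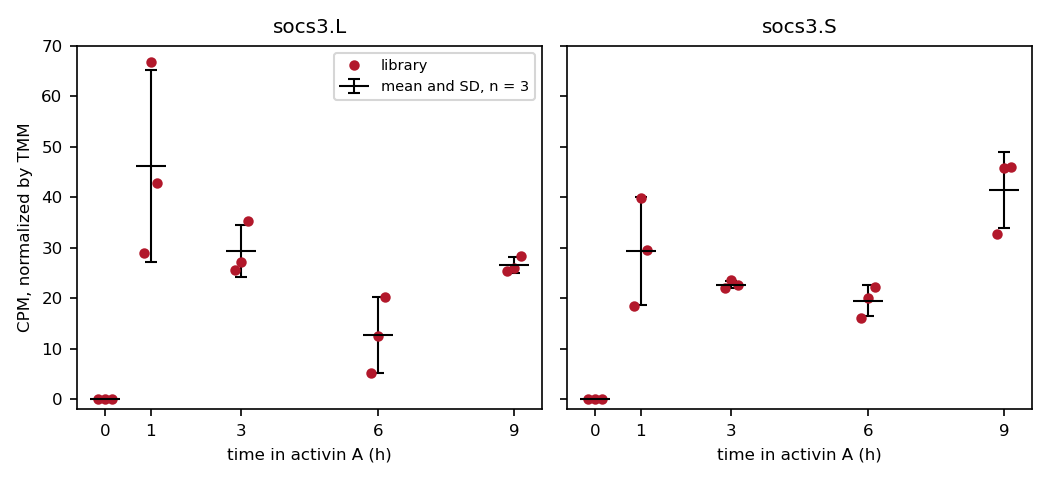
CPM of socs3.L and socs3.S in each library against hours in activin A, with the mean and SD of 3 replicates. All Pre_activin libraries are at 0, and the highest single value of socs3.L is 66.7 CPM at 1 h.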

To determine whether *socs3* is upregulated in response to activin A treatment, we examined the temporal expression of *socs3* in ACs with or without activin A treatment using semiquantitative RT-PCR. As shown in Fig. 5, *socs3* was slightly expressed in ACs before the cultivation (− activin, 0 h), but significantly upregulated after 1 and 3 h of activin A treatment (+ activin, 1 h and 3 h), compared with in the absence of activin A treatment at the same time points (− activin, 1 h and 3 h). These data suggest that *socs3* was maternally expressed or induced in response to the traumatic dissection from blastulae, but further induced after activin A treatment. Thus, we validated that RNA-seq can be used to identify novel activin-inducible genes in ACs. To predict the *socs3*-associated genes in activin A-treated ACs, we inferred a gene network using temporal gene expression profiles of upregulated DEGs in Post 3h_activin samples. In the inferred network, we found many potential *socs3*.S-associated genes including *pou5f3.2*.S, *gata4*.S, and *map3k1*.S (Supplementary Fig. S6, Supplementary Table S6).

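The 3 neighbors of socs3.S that the paper names were upregulated at 3 h. pou5f3.2.S, an Oct4-type pluripotency factor, was already at 121 ± 23.6 CPM in Pre_activin and reached 861 ± 60.0 CPM at 6 h (SD, n = 3), with a log2 fold change at 3 h of 2.05 (standard error 0.13, adjusted p = 4.4e-09 from edgeR). gata4.S went from 0.291 ± 0.149 to 10.8 ± 3.46 at 3 h and 151 ± 10.0 CPM at 6 h. For gata4.S, the log2 fold change at 3 h was 5.22 (standard error 0.29, adjusted p = 9.98e-10 from edgeR). map3k1.S, a kinase of the MAPK cascade, had 6.92 ± 2.44 and 14.6 ± 1.56 CPM in Pre_activin and at 3 h, a log2 fold change of 1.08 (standard error 0.21, adjusted p = 0.000539 from edgeR). Of 29 pluripotency genes, 11, 11, 12 and 13 rose and 0, 5, 7 and 8 fell at 1, 3, 6 and 9 h. For the pluripotency list, 12, 11, 12 and 13 rose and 0, 5, 7 and 8 fell when adjusted over the list alone (limma's camera adjusted p = 0.055, 0.78, 0.72 and 0.71 with an estimated correlation). pou5f3.1.L, a zygotic member of the family, rose to 1085 ± 52.4 CPM with a log2 fold change at 9 h of 8.30, and the maternal pou5f3.3.L fell from 1044 ± 84.2 to 52.3 ± 10.8 CPM with -4.32. Table S6 lists 75 nodes and 84 edges. Of the 67 nodes tested here, 48, 64, 58 and 60 were upregulated at 1, 3, 6 and 9 h and 0, 0, 1 and 1 downregulated, and the study drew them from genes upregulated at 3 h on these samples.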

**Figure 5:**
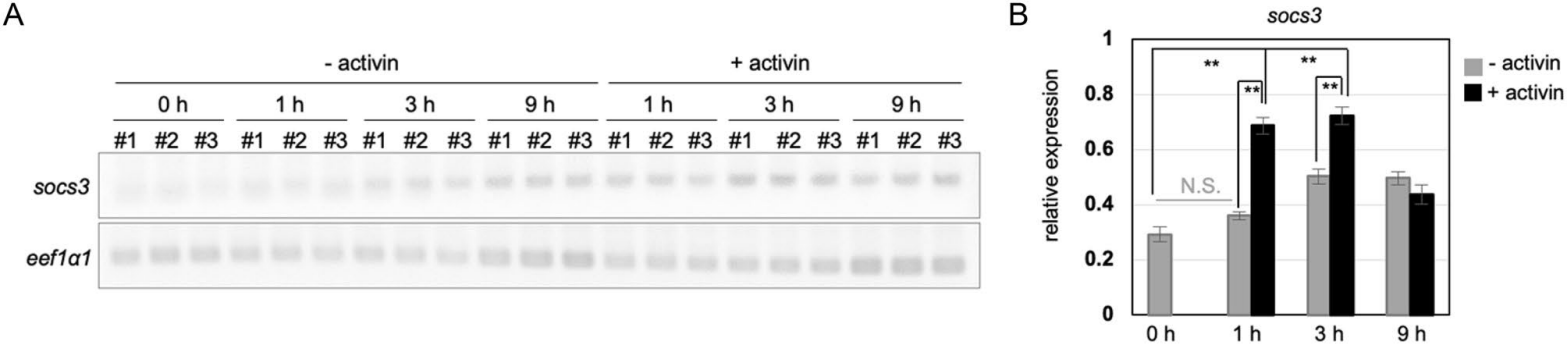
Upregulation of *socs3* in ACs following activin A treatment. Semiquantitative RT-PCR of the expression of *socs3* in ACs. Dissected ACs were cultured with or without of activin A. (**A**) Electrophoresis gel of RT-PCR products. #1–3 indicate the three biological replicates. The upper panel shows the expression of *socs3* and the lower panel shows the expression of *eef1a1*, which was used as the loading control. Full size images of each gel are presented in Supplementary Figure S10. For (**B**), the densitometry for *socs3* expression. Error bars indicate s.e.m. (n = 3). **p < 0.01, *p*-value was calculated using Student’s t-test after the one-way analysis of variance. N.S., not significant. (**A**,**B**) Cultivation times are indicated as follows: 0 h, 0 h (the absence of cultivation); 1 h, 1 h; 3 h, 3 h; 9 h, 9 h.

## Discussion

In this study, we captured the transcriptional features of ACs that had the potential to develop into dorsal mesoderm. Although the transcriptional organization in activin A-treated ACs did not completely correspond to DMZ-expressing genes, activin A-treated ACs expressed a variety of dorsal mesoderm genes that are involved in Spemann’s organizer formation. We also found that temporal gene expression patterns were similar between activin A-treated ACs and whole embryos, with some notable differences. We also provided the data on expression of *socs3* as a potential activin-inducible gene, which was identified from our RNA-seq dataset.

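Genes of the mesendoderm that rose at 1 h and genes that rose later were both among those induced. mix1.S was at 0.188 ± 0.0367 in Pre_activin, 7.64 ± 3.98 at 1 h and 235 ± 26.8 CPM at 6 h (SD, n = 3), with a log2 fold change at 1 h of 5.28 (standard error 0.46, adjusted p = 7.15e-07 from edgeR). nodal1.S had 1 read in Pre_activin and 3.29 ± 0.234 CPM at 3 h, a ratio of 140 (95% counting interval 24.7 to 5600). eomes.L rose from 1.93 ± 0.742 to 37.8 ± 17.4 at 1 h and 330.2 ± 35.3 CPM at 3 h, and gsc.S from 0.403 ± 0.0540 to 12.0 ± 3.82 CPM at 1 h, with log2 fold changes at 1 h of 4.24 and 4.88. chrd.1.L, with 42.7% of its reads not unique, had 3.83 ± 1.1 at 1 h and 765 ± 202 CPM at 9 h. For chrd.1.L, the log2 fold change from 6 to 9 h was 1.70 (standard error 0.19, adjusted p = 6.86e-06 from edgeR). cer1.L had 0 reads in Pre_activin, 4 at 1 h and 3 at 3 h, and was at least 1850-fold higher at 9 h, at 127 ± 30.9 CPM. ventx1.2.S, a homeodomain repressor of the ventral mesoderm, had 2.58 ± 0.950 at 1 h and 69.6 ± 2.59 CPM at 9 h, with a log2 fold change at 1 h of 3.71 (standard error 0.43, adjusted p = 1.38e-05 from edgeR). ventx1.1.L did not pass at 1 h (log2 fold change 0.45, adjusted p = 0.393 from edgeR) and had 5.16 at 6 h.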

In the present study, we confirmed that *mix1*, *gsc*, *eomes*, *foxa4* and *nodal1* were rapidly upregulated, and *lhx1*, *otx2*, *chrd*, *cer1, wnt8*, and *ventx* were also upregulated following activin A treatment (Supplementary Tables S1 and S2), as previously reported^27,29–36,38^. In *Xenopus* gastrula embryos, these genes are expressed in the Spemann’s organizer and the ventral mesoderm (Supplementary Fig. S7), and play important roles in the endoderm and mesoderm formation^39^. Although activin signaling acts as a morphogen and induces both ventral and dorsal mesoderm^11–13^, the upregulated DEGs following 50 ng/mL activin A treatment in ACs overlapped with DMZ-enriched genes more than VMZ-enriched genes (Fig. 3C). These results suggest that this concentration of activin A was sufficient to induce and maintain the dorsal mesoderm.

Activin signaling regulates other signaling pathways for mesoderm development in *Xenopus*. For example, activin reportedly induces the expression of *fgf3/*8, and also induces the negative regulator of FGF signaling, *dusp1*, for the dorsoventral patterning of mesoderm^40^. Furthermore, activin signaling reportedly activates the expression of downstream genes of p53 signaling, *p21waf1* and *pal-1,* and the mesendoderm gene, *mix.2*, through the cooperative action with p53^41–43^. Consistent with the findings of previous reports, we confirmed the induction of these genes (Supplementary Tables S1 and S2), and detected the relevance of upregulated DEGs to FGF and p53 signaling from the GO and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis (Supplementary Table S4). Thus, activin signaling can modulate other signaling pathways for establishment of mesoderm in ACs. 

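FGF ligands rose early, and the cell cycle inhibitor p21 rose throughout. fgf8.L went from 6.27 ± 2.44 in Pre_activin to 43.6 ± 8.68 at 1 h and 127 ± 9.65 CPM at 3 h (SD, n = 3), a log2 fold change at 3 h of 4.32 (standard error 0.21, adjusted p = 2.12e-10 from edgeR), and fgf8.S rose at 1 h with 3.38. fgf3.S had 2 reads in Pre_activin, 6 at 1 h and 130 at 3 h, a ratio at 3 h of 85.3 (95% counting interval 23.2 to 712), and fgf3.L had too few reads to test. dusp1.S, a phosphatase that turns off MAP kinases, rose at 1 h from 34.1 ± 3.36 to 73.0 ± 11.4 CPM, a log2 fold change of 1.09 (standard error 0.14, adjusted p = 3.29e-05 from edgeR), while dusp1.L stayed below the fold limit at 1 h with 0.57 (standard error 0.13, adjusted p = 0.00493 from edgeR). cdkn1a.L, which encodes p21, was at 4.90 ± 1.78 in Pre_activin, 11.5 ± 1.07 at 1 h and 103 ± 6.69 CPM at 9 h, with a log2 fold change at 9 h of 4.36 (standard error 0.25, adjusted p = 1.39e-10 from edgeR). mix.2 was not analysed here. Of 44 FGF and MAPK feedback genes, 22, 23, 28 and 28 rose and 0, 4, 4 and 3 fell at 1, 3, 6 and 9 h. For the FGF and MAPK feedback list, 22, 23, 29 and 28 rose when adjusted over the list alone (limma's camera adjusted p = 0.043, 0.16, 0.13 and 0.096 with an estimated correlation). plk2.S, a kinase induced by p53, was at 167 ± 7.50 CPM at 9 h with a log2 fold change of 4.80, and 8, 9, 18 and 22 of 36 p53 targets rose while 0, 6, 4 and 5 fell. The counts of p53 targets genes were the same when adjusted over the list alone (limma's camera adjusted p = 0.54, 0.76, 0.13 and 0.089 with an estimated correlation).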

Notably, the expression of *siamois* (*sia1* and *sia2*) that acts downstream of Wnt signaling and is essential for the formation of the Spemann’s organizer^44^ was not significantly induced in activin A-treated ACs (Supplementary Table S7). Furthermore, all previously reported DMZ-enriched genes did not overlap with upregulated DEGs in response to activin A (Fig. 3C). These differences in gene expression between differentiated ACs and embryonic development are possibly due to the limited effects of activin A at this concentration in ACs, or due to other signaling derived from the neighboring cells in the embryo, but are not in ACs.

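The siamois genes were near the limit of detection in every group. sia1.L had 0, 4, 10, 5 and 6 reads over the 3 libraries of each group in Pre_activin and at 1, 3, 6 and 9 h, and its highest mean was 0.306 ± 0.100 CPM at 3 h (SD, n = 3). sia1.S had no read in any library. sia2.L had 1 read at 1 h and 1 at 3 h and none in the other groups. sia2.S was at 0.287 ± 0.163 CPM in Pre_activin and 0.116 ± 0.0348 CPM at 9 h. All 4 fell below the count filter and were not tested.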

In this study, we classified upregulated genes whose expression reached the peak at early (Post 1 h and 3 h), intermediate (Post 3 h and 6 h), and later time points (Post 6 h and 9 h) following activin A treatment (Fig. 4A; corresponding to cluster B, C and D). The expression of activin-early responsive genes (cluster B) was actively induced in ACs than in whole gastrula embryos (Fig. 4B). In addition, the temporal trends in expression of intermediate- or late-responsive genes (clusters C and D) in ACs were highly consistent with those observed in gastrulae, although there were some differences in transcription levels and temporal association (Fig. 4B). These data imply that the primary or direct effects of activin A on early-responsive genes result in the downstream gene expression in concordance with normal development. As for the activin-responsive transcription, several activin-responsive targets were identified from the experiments using the combinatorial treatment of activin and the protein synthesis inhibitor, cycloheximide^26,27,33^. In addition, genes associated with transcription factors of activin/nodal signaling, Smad2/3 and FoxhI, were determined by the chromatin immunoprecipitation sequencing (ChIP-seq) using *X. tropicalis* gastrulae^45,46^. 

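Ligands of the Nodal pathway rose, while foxh1 and smad2 fell. nodal2.L had 1 read in Pre_activin and 3.98 ± 1.59 CPM at 1 h (SD, n = 3), a ratio of 170 (95% counting interval 30.2 to 6760) with an adjusted p of 5.63e-07 from edgeR. gdf3.S, a TGF-β ligand, went from 0.617 ± 0.383 at 1 h to 12.2 ± 3.69 at 3 h and 210.3 ± 22.5 CPM at 6 h, a log2 fold change from 1 to 3 h of 4.28 (standard error 0.31, adjusted p = 1.3e-07 from edgeR). foxh1.L, the DNA-binding partner of Smad2, fell from 547 ± 10.1 to 191 ± 9.94 at 3 h and 33.9 ± 0.559 CPM at 9 h. For foxh1.L, the log2 fold change at 9 h was -4.01 (standard error 0.092, adjusted p = 8.73e-14 from edgeR). smad2.L fell to 27.5 ± 2.34 CPM from 70.7 ± 18.0, with a log2 fold change at 9 h of -1.36 (standard error 0.15, adjusted p = 3.88e-07 from edgeR), and smad4.1.L rose to 219 ± 11.0 CPM with 4.59. Of 51 genes of activin and Nodal signaling, 11, 17, 17 and 18 rose and 0, 5, 8 and 11 fell at 1, 3, 6 and 9 h. For the activin and nodal signaling list, 11, 17, 18 and 18 rose and 0, 5, 8 and 11 fell when adjusted over the list alone (limma's camera adjusted p = 0.17, 0.35, 0.23 and 0.69 with an estimated correlation).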

We confirmed that several activin-responsive target genes and Smad2/3-FoxhI associated genes were upregulated in ACs at early time points after activin A treatment (Supplementary Table S3 and Supplementary Fig. S8). It suggests the possibility that the effects of activin A on direct target genes lead to the induction of indirect or secondary responsive genes, resulting in diverse gene expressions in ACs later.

Interestingly, numerous genes previously undescribed in mesoderm formation were observed. Especially, downregulated genes in ACs following activin A treatment have not been investigated well in former experiments, as compared to upregulated genes (Table 1). We first demonstrated that genes associated with the organization of nuclear envelop were downregulated in ACs following activin A treatment, for example, *ctdnep1* and *lemd3* (Fig. 4C and Supplementary Table S4). 

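Both ctdnep1 homeologs fell by 6 h, and so did lemd3.S, while lemd3.L did not pass the test at any time. ctdnep1.L was at 81.3 ± 33.6 CPM in Pre_activin and 17.6 ± 2.11 CPM at 9 h (SD, n = 3), a log2 fold change of -2.20 (standard error 0.22, adjusted p = 2.02e-07 from edgeR), and ctdnep1.S went from 110.5 ± 41.0 to 22.7 ± 1.18 CPM with -2.28. Of their reads, 14% and 18.1% were not unique. lemd3.S fell from 337 ± 41.4 to 121 ± 4.72 CPM, a log2 fold change of -1.48 (standard error 0.096, adjusted p = 7.19e-10 from edgeR). lemd3.L was at 294 ± 29.8 and 279.6 ± 9.31 CPM. For lemd3.L, the log2 fold change was -0.07 (standard error 0.086, adjusted p = 0.469 from edgeR). The difference between the lemd3 homeologs was not tested. tmem170a.S, which shapes the endoplasmic reticulum and the envelope, had a log2 fold change at 9 h of -2.79 (standard error 0.12, adjusted p = 7.61e-12 from edgeR), and lmna.L, which encodes lamin A, one of 1.53 (standard error 0.25, adjusted p = 3.94e-05 from edgeR).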

CTDNEP1, encoding a serine/threonine protein phosphatase, functions as a mediator of lipid composition in nuclear envelop, but it represses both TGF-β and BMP signal transduction^47–50^. Lemd3, encoding a nuclear membrane protein, also suppresses the TGF-β signal transduction through physical interaction with downstream transcription factors of TGF-β signaling, Smads^51,52^. These data suggest the possibility that the nuclear envelop is organized during ACs differentiation into the endodermal and mesodermal lineage, leading to reinforcement of the TGF- β signal activation. The role of downregulated genes associated with the regulation of golgi and endoplasmic reticulum and rRNA/tRNA transcription in early developmental processes remains to be elucidated (Fig. 4C), but our data may lead to the identification of novel molecular mechanisms in vivo development.

During the blastula stage of embryonic development, zygotic gene activation occurs, which is called the mid-blastula transition (MBT)^53,54^. It has been reported that the open chromatin accessibility for gene expression becomes higher after MBT (at least after stage 9) in *Xenopus* ACs^55^. Our transcriptome data using ACs dissected from blastula demonstrated the dynamic expression of various epigenetic regulators, which increase chromatin accessibility and lead to acceleration of gene transcription. For example, various *hdac* genes, encoding histone deacetylases, were downregulated (except for *hdac9.S*, *hdac10.L*, and *hdac7*), whereas *ep300* and *hat1*, encoding histone acetyltransferase, were upregulated in response to activin A treatment (Supplementary Tables S1 and S2). 

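Histone deacetylase genes went both ways, and more of them fell. hdac2.L went from 48.7 ± 7.81 CPM in Pre_activin to 3.05 ± 1.02 CPM at 9 h (SD, n = 3), a log2 fold change of -4.01 (standard error 0.21, adjusted p = 6.57e-11 from edgeR), and hdac4.L fell with -3.54 and hdac3.S with -1.18. hdac9.S, hdac10.L and hdac7.L rose at 9 h with log2 fold changes of 5.79, 1.91 and 1.78. hdac1.L, at 724 ± 33.8 CPM, stayed below the fold limit with 0.55 (standard error 0.11, adjusted p = 0.000228 from edgeR). Of 15 histone deacetylase genes, 0, 4, 4 and 7 fell and 0, 2, 3 and 4 rose at 1, 3, 6 and 9 h. The counts of histone deacetylases genes were the same when adjusted over the list alone (limma's camera adjusted p = 0.074, 0.46, 0.53 and 0.43 with an estimated correlation). ep300.L, a histone acetyltransferase, went from 79.8 ± 40.6 to 228 ± 31.0 CPM at 6 h, a log2 fold change of 1.51 (standard error 0.28, adjusted p = 0.000224 from edgeR), and ep300.S stayed below the fold limit with 0.99. hat1.S rose at 9 h with 1.15 (standard error 0.095, adjusted p = 1.26e-08 from edgeR), from 15.8 ± 0.621 to 35.2 ± 1.41 CPM, and hat1.L had 0.27. Of 18 histone acetyltransferase genes, 1, 3, 4 and 6 rose and 0, 0, 2 and 2 fell. Without Pre_activin Rep1, 2 of these rose at 6 h. The counts of histone acetyltransferases genes were the same when adjusted over the list alone (camera adjusted p from limma = 0.82, 0.92, 0.78 and 0.73 with an estimated correlation). Pre_activin Rep1 had a median log2 deviation of -0.69 from Rep2 and Rep3 over these genes, and without it 2 of them rose at 6 h and 5 at 9 h.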

In general, histone acetylation targeted to lysines progressively increases transcriptional activation, whereas HDAC deacetylation activity represses transcription^56^. Our data demonstrating downregulation of *hdac* and upregulation of *ep300* and *hat* suggest the possibility that gene expression is activated by epigenetic mechanisms in ACs following activin A treatment. Another example of epigenetic regulators that alter the expression levels in response to activin A treatment is *dnmt1*, encoding DNA methyltransferase (Supplementary Tables S1 and S2). During normal development, Dnmt1 suppresses premature gene activation before MBT^57^, and the expression levels are downregulated from late blastula to early gastrula for zygotic gene activation^58^. 

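dnmt1, the methyltransferase that maintains DNA methylation, fell on both homeologs by 3 h. dnmt1.L was at 528 ± 38.5 CPM in Pre_activin, 275 ± 22.0 at 1 h, 139 ± 11.7 at 3 h and 92.7 ± 5.7 CPM at 9 h (SD, n = 3). Its log2 fold change was -0.94 (standard error 0.094, adjusted p = 2.81e-06 from edgeR) at 1 h, short of the fold limit, and -1.93 (standard error 0.097, adjusted p = 3.45e-10 from edgeR) at 3 h. dnmt1.S had 558 ± 35.7 before and 77.7 ± 13.3 CPM at 9 h, a log2 fold change at 9 h of -2.85 (standard error 0.12, adjusted p = 5.75e-12 from edgeR). uhrf1.S, which brings DNMT1 to replicated DNA and overlaps another gene model, was at 251 ± 27.2 and 345 ± 42.2 CPM, with a log2 fold change below the limit of 0.46. tdg.S, a glycosylase of demethylation, rose at 9 h with 3.27, but 64.1% of its reads were not unique. Of 17 DNA methylation genes, 0, 4, 6 and 4 fell and 0, 0, 3 and 2 rose at 1, 3, 6 and 9 h. The counts of DNA methylation genes were the same when adjusted over the list alone (limma's camera adjusted p = 0.47, 0.54, 0.7 and 0.98 with an estimated correlation).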

Consistent with the data, we detected the downregulation of *dnmt1* in ACs upon activin A treatment (Supplementary Tables S1 and S2). Taken together, these data imply that the in vitro culture system using ACs treated with activin A recapitulates zygotic gene activation controlled by epigenetic mechanisms in normal development.

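Other genes of the SOCS family differed in direction and timing. socs1.S, an inhibitor of cytokine receptors, rose at 1 h from 13.9 ± 2.32 to 73.0 ± 15.1 CPM (SD, n = 3), a log2 fold change of 2.40 (standard error 0.19, adjusted p = 2.75e-07 from edgeR), and was back at 7.54 ± 0.486 at 9 h. socs4.S did not pass the test at 1 h and reached 77.9 ± 5.36 CPM at 9 h from 3.47 ± 0.511. For socs4.S, the log2 fold change was 4.49 (standard error 0.15, adjusted p = 5.36e-13 from edgeR). socs6.L fell from 96.2 ± 6.51 to 12.4 ± 0.528 CPM, a log2 fold change of -2.95 (standard error 0.10, adjusted p = 6.53e-13 from edgeR), and socs6.S fell with -2.63. Of 38 JAK-STAT and SOCS genes, 7, 10, 9 and 11 rose and 0, 4, 7 and 11 fell at 1, 3, 6 and 9 h. With scaling by library size only, 2 of these fell at 3 h. The counts of JAK-STAT and SOCS genes were the same when adjusted over the list alone (limma's camera adjusted p = 0.66, 0.99, 0.7 and 0.82 with an estimated correlation). Pre_activin Rep1 had a median log2 deviation of -0.32 from Rep2 and Rep3 over the members of this list at 1 CPM or more.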

We also newly found that *socs3* was upregulated by activin A treatment (Table 1 and Fig. 5). *socs3* plays a role in skin inflammation^59^, and it has been reported to control the balance between stem cell pluripotency and differentiation into the primitive endoderm lineage via FGF-MAPK pathway^60,61^. In the inferred network, a pluripotency factor, *pou5f3.2*.S, an endoderm marker, *gata4*.S, and a downstream kinase of MAPK, *map3k1*.S, were obtained as potential *socs3*-associated genes (Supplementary Fig. S6). These previous findings with the predicted *socs3* subnetwork indicated that *socs3* is involved in the maintenance of ACs pluripotency and activin A-driven differentiation. Further research is needed to elucidate whether activin signaling regulates the pluripotent and differentiation states in *Xenopus* ACs via the modulation of *socs3* expression.

Taken together, our results demonstrating the developmental potency of ACs relied on activin A provide information required for early development. Our transcriptome in a mesendoderm-biased environment may serve as a resource for understanding the network during primary germ layer formation in combination with in vivo transcriptome datasets^23–25^ and previous GRN resources^62–65^. The in vitro ACs assay has some limitations, such as fewer cells and limiting growth factors at local levels, but it enables to understand features that could not be captured in complex processes within embryos.

## Methods

### Preparation of *Xenopus* embryos

The wildtype *X*. *laevis* strains were maintained in accordance with guidelines on animal housing^66^. All animal procedures were approved by the Animal Experimentation Committee of the Teikyo University (approval numbers: 18-020), and authors carried out all methods in our experiments in accordance with ARRIVE guidelines. Embryos were artificially fertilized, dejellied, and incubated in 0.1 × Steinberg’s solution^67^. Embryos were cultured until the blastula stages (stages 8.5–9) according to the normal table of Nieuwkoop and Faber^68^. The vitelline membrane was removed from embryos using forceps.

### ACs dissection

ACs were removed from blastula stage embryos (stages 8.5–9) using tungsten needles, as previously described^69^. Dissected ACs were cultured in activin A solution (50 ng/mL in 0.5 × Steinberg’s solution containing 0.1% BSA and 0.1 mg/mL kanamycin sulfate) at 18℃. As an activin A-untreated sample, ACs were collected immediately after dissection in the absence of activin A treatment. Authors carried out all methods in our experiments in accordance with relevant guidelines and regulations.

### Total RNA extraction, RNA library construction, and RNA-sequencing (RNA-seq)

Ten ACs per sample, in triplicate, were homogenized in ISOGEN (Nippon Gene). Total RNA was extracted according to the manufacturer's protocol and was purified using the RNeasy Mini kit (QIAGEN). For ethanol precipitation, the extracted RNA was mixed with ethanol and NaCl and then centrifuged at 4 °C for 30 min. After removal of supernatants, RNA pellet was washed with 80% ethanol, and was dried up and resuspended with RNase free water. RNA libraries were prepared for sequencing using standard Illumina protocols, and RNA sequencing were performed as described previously^70^. Reads were mapped to the X. laevis v9.2 genome (Xenbase, http://www.xenbase.org/entry/). All RNA-seq datasets are deposited in the NCBI GEO under accession number GSE153925.

### Identification of differentially expressed genes (DEGs)

For comparative analysis of gene expression between Pre_activin and each Post_activin sample, read counts were normalized by calculating the number of reads per kilobase per million (RPKM) for each transcript in individual samples using the CLC Genomics Workbench software version 12.0 (QIAGEN, CLC-LICENSE-1KPRB-BMN2G-24G14-CGCSY-6CQ28). The RPKM values for each gene are listed in Supplementary Table S7. DEGs between Pre_activin and Post_activin samples were filtered at cut-off of a false discovery rate (FDR) < 0.05 and a log2 fold change (FC) ≥ 2 or ≤  − 2. The comparison of distinct gene expression patterns was visualized in a principal component analysis (PCA), heatmaps, and volcano plots using the CLC Genomic Workbench software 12.0 (QIAGEN, CLC-LICENSE-1KPRB-BMN2G-24G14-CGCSY-6CQ28).

### Reverse transcription PCR (RT-PCR) assay

Equal amounts of total RNA extracted from each sample were subjected to RT-PCR as described previously^71^. PCR was performed using an EmeraldAmp PCR Master kit (Takara) using the following protocol: 28 cycles of 98 °C for 10 s, 55 °C for 30 s, and 72 °C for 30 s, followed by final elongation at 72 °C for 10 min. The sequences of the tested primers are listed in Supplementary Table S8. Electrophoresis with 1% agarose gel was carried out to verify the band size of the PCR products. For semiquantitative analysis, the band intensity of PCR products was quantified using Bio Image Intelligent Quantifier software (Bio Image Systems, Inc.) and the relative expression of the tested genes was calculated by dividing the band intensity of the tested genes with that of *eef1α1* as an internal control. Three pools in each sample were assayed for RT-PCR. Experiments were carried out at least twice, and a representative result is shown when similar results were obtained.

### Functional enrichment analysis and the inferred network

Gene ontology (GO) analysis and PPI network analysis were performed after conversion of the *X*. *laevis* genes to the human ortholog genes as previously described^72^. GO analysis and KEGG pathway analysis (Supplementary Table S4) of DEGs were performed using online ToppGene Suite (http://toppgene.cchmc.org). K-means clustering of DEGs was performed and visualized using iDEP.93 (integrated Differential Expression and Pathway analysis) online tools (http://bioinformatics.sdstate.edu/idep/)^73^. The PPI network was extracted from the human STRING network (version 11.0) and visualized using Cytoscape software (version 3.8.2, https://cytoscape.org). PPI functional enrichment was performed using String Enrichment plugin in Cytoscape^74^. The gene network was inferred from the temporal gene expression profiles (transformed gene expression in Pre_activin, Post 1 h, 3 h, 6 h, and Post 9h_activin ACs) of upregulated DEGs in Post 3h_ACs (4149 genes) using the Algorithm for the Reconstruction of Accurate Cellular Networks (ARACNE)^75,76^ plugin tool in Cytoscape. The mutual information (MI) value was over 0.8 for the inferred *socs3*.S subnetwork.

### Use of published datasets

The dorsal marginal zone (DMZ)-enriched genes were recovered from Kakebeen et al.^23^ with an additional step to indicate the enrichment of DMZ at stage 11: log transformed counts (DMZ)—log transformed counts (VMZ) > 0.5. The DMZ- and ventral marginal zone (VMZ)-enriched genes were referred to Ding et al.^24^. The gene expression datasets in the whole embryos were referred to Session et al.^25^. Smad2/3-associated genes were recovered from stage 10.5 peak datasets in Gupta et al.^45^, and Smad2/3 and FoxhI target genes from Chiu et al.^46^.

## Data availability

RNA-seq data sets reported in this paper were deposited in the NCBI Gene Expression Omnibus (GEO) database (www.ncbi.nlm.nih.gov/geo; accession number is GSE153925).

## Supplementary Information

Supplementary Information 1.

Supplementary Information 2.

Supplementary Information 3.

Supplementary Information 4.

Supplementary Information 5.

Supplementary Information 6.

Supplementary Information 7.

Supplementary Information 8.

Supplementary Information 9.

# Supplementary material for: Temporal transcriptomic profiling reveals dynamic changes in gene expression of Xenopus animal cap upon activin treatment
**Source:** Sci Rep. 2021 Jul 15;11:14537. doi: 10.1038/s41598-021-93524-x

Temporal transcriptomic profiling reveals dynamic changes in gene expression of *Xenopus* animal cap upon activin treatment

Yumeko Satou-Kobayashi^{1,2,3}, Jun-Dal Kim^{3,4}, Akiyoshi Fukamizu³ and Makoto Asashima^{1,2,3,*}

This PDF file includes:
Supplementary Figs. S1-S10

Supplementary Figure S1. Effects of activin A at different concentrations on the temporal expression of mesoderm-expressing genes.

Total RNA was isolated from ACs immediately after dissection (Pre_activin; sibling embryo reached stages 8.5–9), and from ACs after cultivation in 50 or 10 ng/mL activin A solution for 1, 3, 6, and 9 h (Post 1h_activin, stage 9.5; Post 3h_activin, stages 10–10.25; Post 6h_activin, stages 10.5–11; and Post 9h_activin, stage 11.5, respectively), and used in semiquantitative RT-PCR. Relative expression of the tested genes was determined by dividing the average of the band intensities of three replicates with that of *eef1a1*, which was used as the reference gene. Error bars indicate s.e.m. (n=3). The expression of the dorsal mesoderm genes, *chrd*, *cer1*, and *myf5*, as well as a ventral mesoderm gene, *wnt8a*, was higher in 50 ng/mL activin A-treated ACs than that in 10 ng/mL activin A-treated ACs. The pan-mesodermal marker, *t*, and other dorsal mesoderm genes, *gsc*, and *otx2*, exhibited equivalent expression peaks in ACs treated with 10 and 50 ng/mL activin A.

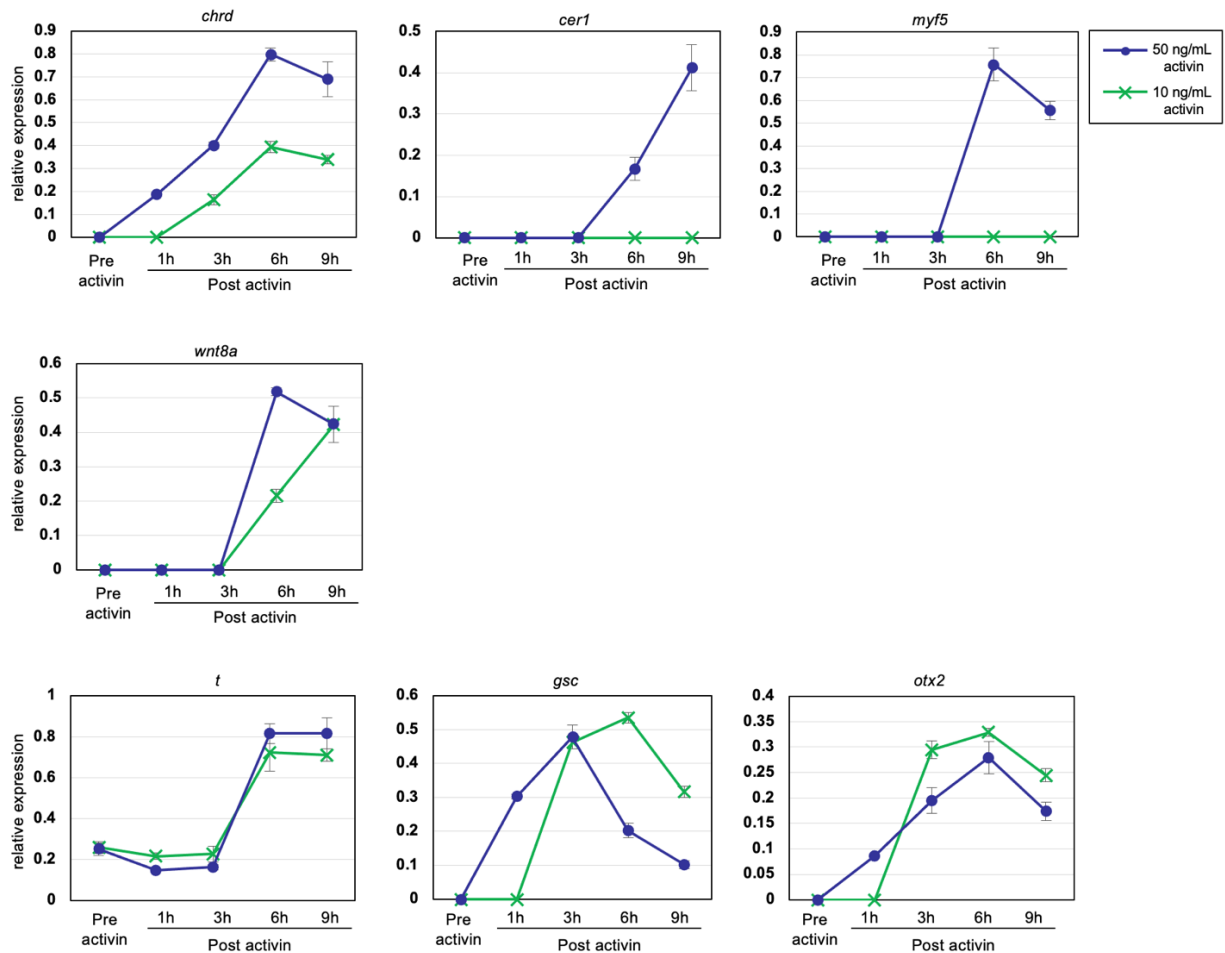

Supplementary Figure S2. Mesoderm-inducing activity of activin A in ACs.

(A) Morphological changes in ACs following activin A treatment. ACs were dissected from blastula and incubated in medium supplemented with (left) or without (right) activin A for 48 h.

(B) The expression of notochord marker, *chrd*, and somite markers, *myf5*, *actc1*, and *myogenin*, in ACs following activin A treatment. Total RNA was isolated from ACs immediately after dissection (Pre_activin; stages 8.5-9), and ACs after the cultivation in activin A solution for 6, 9, 12, 24, and 48 h (Post 6h_activin, stages 10.5-11; Post 9h_activin, stage 11.5; Post 12h_activin, stages 15-16; Post 24h_activin, stages 23-24; and Post 48h_activin, stages 32-35, respectively), and were then subjected to semiquantitative RT-PCR. The relative expression of the tested genes was determined by dividing the average of the band intensities of three replicates with that of *eef1a1* as the reference gene. Error bars indicate s.e.m. (n=3).

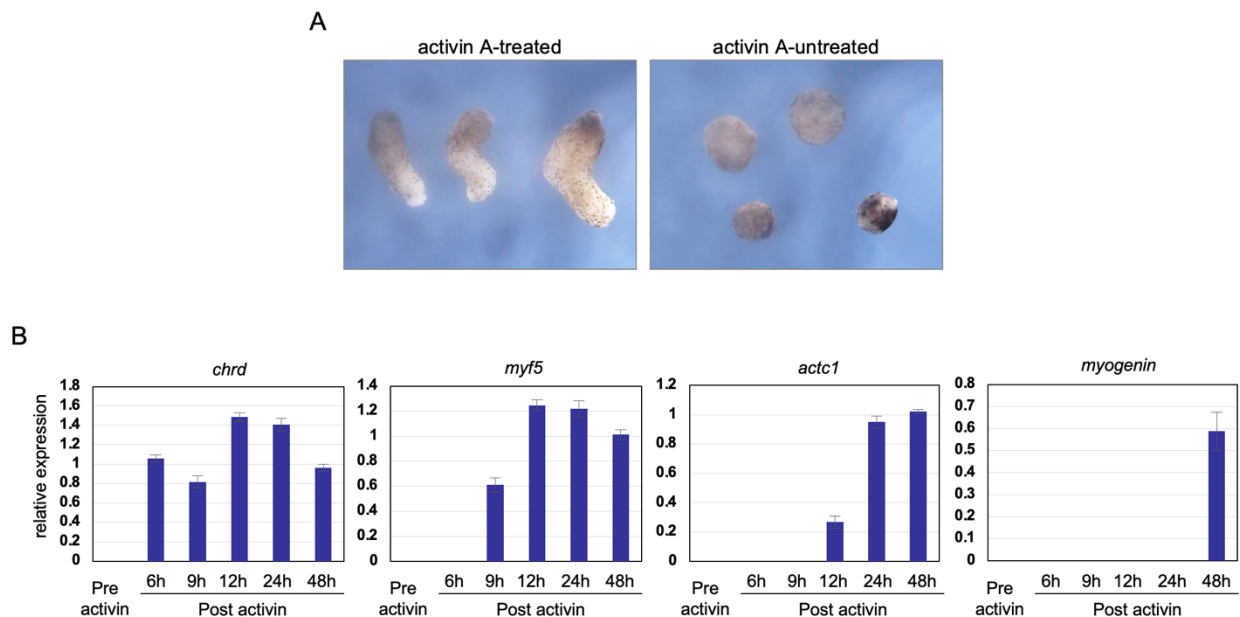

Supplementary Figure S3. Temporal expression of *ccnb1*, *eomes*, *lhx1* and *myf5* determined through semiquantitative RT-PCR and RNA-seq analysis.

(A) Electrophoresis gel of RT-PCR products obtained through RT-PCR. #1-3 means three biological replicates, 1-3. Tested genes are represented, and the probe of *eef1a1* was used as loading control. Full size images of each gel were presented in Supplementary Figure S9. (B) Densitometrical analysis for the expression of genes. Relative expression of tested genes was determined by dividing the average of the band intensities of three replicates with that of *eef1a1* as a reference gene. (C) Quantified expression of tested genes examined through RNA-seq. 

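In the authors' RPKM values, ccnb1.L was at 139 ± 43.6 in Pre_activin and 3.15 ± 0.514 at 9 h and ccnb1.S at 64.9 ± 13.7 and 2.36 ± 0.351 (SD, n = 3). eomes.L had 0.302 ± 0.117 RPKM in Pre_activin and 53.5 ± 5.40 at 3 h, and eomes.S 0.0334 ± 0.0223 and 57.2 ± 6.67. For lhx1.L, a factor of the organizer, RPKM was 0.253 ± 0.0216 in Pre_activin and 13.4 ± 0.330 at 6 h, and for lhx1.S 0.394 ± 0.0570 and 11.7 ± 0.344. myf5.L and myf5.S, factors of the muscle lineage, were at 0 in Pre_activin and at 5.06 ± 0.0975 and 6.04 ± 0.417 RPKM at 9 h. The counts behind them were 0 and 704 reads for myf5.L, which is at least 298-fold higher at 9 h (adjusted p = 3.51e-09 from edgeR). The deposited RPKM divides the exon reads by the whole span of the gene, introns included, so that levels of genes with different introns are not on 1 scale.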

Expression levels of tested genes were calculated by determining the average of the RPKM value of three replicates. *Xenopus laevis* is an allotetraploid species, and contains two set of genes, L genes and S genes. The expression of L and S genes are indicated as colored bar graph: blue, L gene; orange, S gene. (B,C) Error bars indicate s.e.m. (n=3).

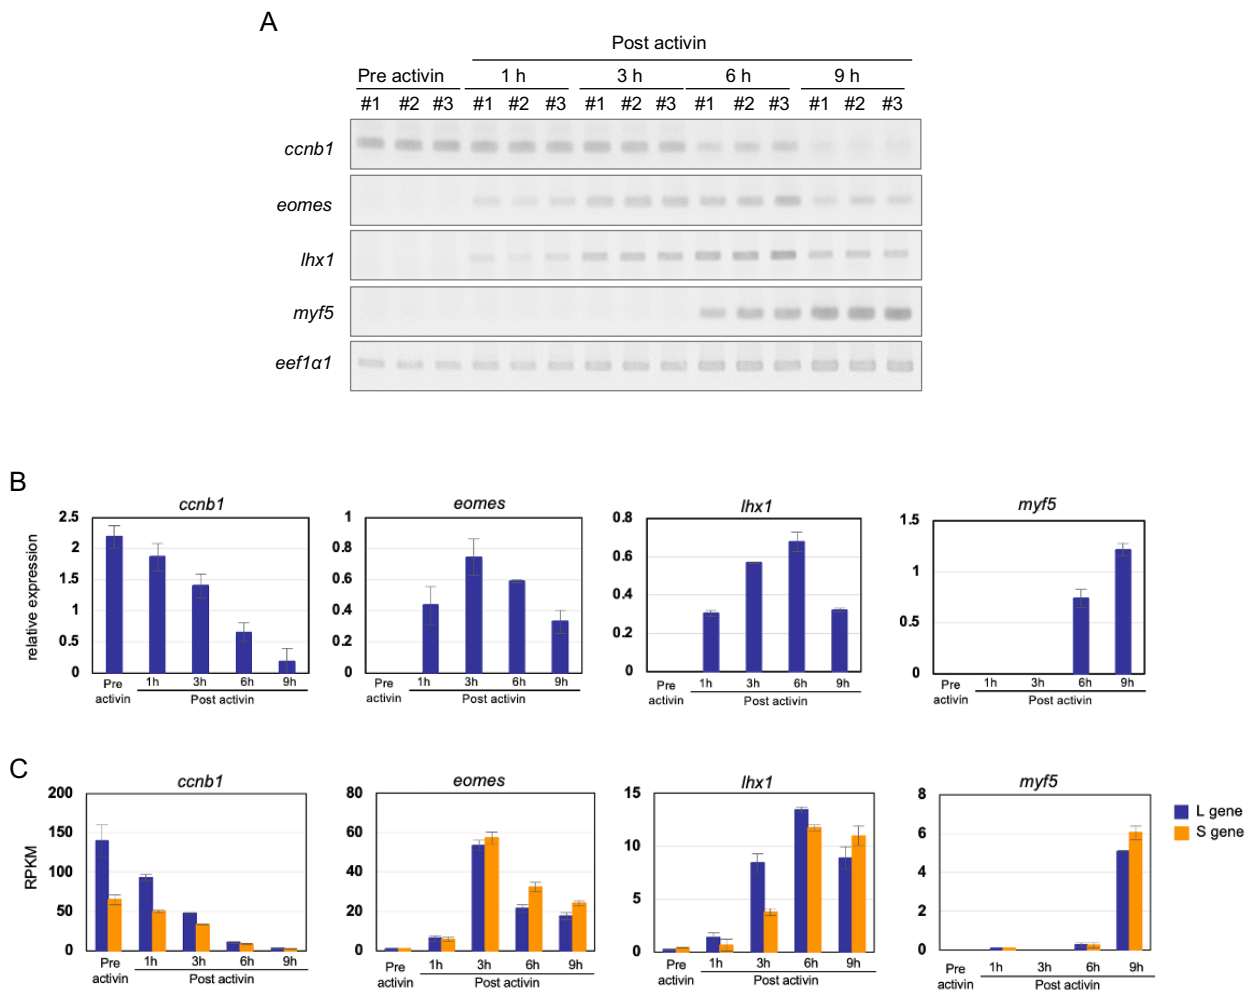

Supplementary Figure S4. Quantified expression of *chrd*, *cer1*, *wnt8a*, *t*, *gsc*, and *otx2* examined through RNA-seq.

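chrd.2.L reached 21.0 ± 5.59 RPKM at 9 h (SD, n = 3) from 0 in Pre_activin, with 30.5% of its reads not unique, and chrd.S reached 49.3 ± 9.18. cer1.L was at 3.21 ± 0.511 RPKM at 6 h and 13.7 ± 3.32 at 9 h and cer1.S at 13.2 ± 2.59 and 49.2 ± 10.2. wnt8a.L went from 0.217 ± 0.0637 RPKM at 3 h to 21.0 ± 4.71 at 9 h, and wnt8a.S from 0.0361 ± 0.0252 to 3.42 ± 0.427 at 6 h and 2.38 ± 0.876 at 9 h. t.L and t.S were at 10.3 ± 0.678 and 21.8 ± 0.694 RPKM at 9 h. gsc.L peaked at 6 h with 24.5 ± 4.68 RPKM and stood at 3.96 ± 0.647 at 9 h, and gsc.S peaked at 3 h with 10.4 ± 1.45 and stood at 1.37 ± 0.308. otx2.L and otx2.S were highest at 6 h, with 66.8 ± 9.51 and 18.6 ± 3.09 RPKM, and were at 26.1 ± 4.07 and 8.13 ± 2.37 at 9 h. The log2 fold change from 6 to 9 h in edgeR was -2.25 (standard error 0.22, adjusted p = 1.82e-06 from edgeR) for gsc.S and -1.08 (standard error 0.17, adjusted p = 0.000189 from edgeR) for otx2.S.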

Expression levels of the tested genes were calculated by determining the average of the RPKM value of the three replicates. The expression of the L and S genes is indicated on the graph: blue, L gene; orange, S gene. Error bars indicate s.e.m. (n=3).

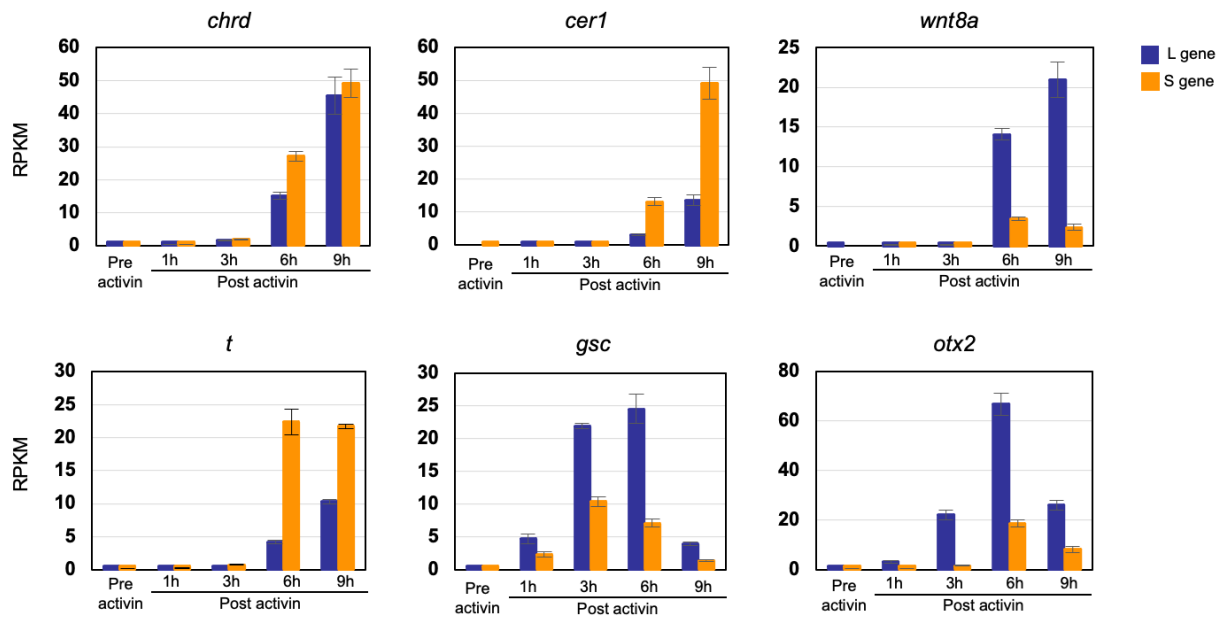

Supplementary Figure S5. Overlap among downregulated DEGs.

DEGs were identified in the comparison of gene expression between Pre_activin and each Post_activin sample based on log2 fold change ≥ 2 or ≤ -2 with FDR at $p < 0.05$. 

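The genes down at every time point were few and included regulators of stored mRNA and of mitosis. ssx2ip.S, a protein of the spindle poles, went from 127 ± 7.48 CPM in Pre_activin to 55.3 ± 13.8 at 1 h and 1.32 ± 0.304 CPM at 9 h (SD, n = 3), a log2 fold change at 1 h of -1.20 (standard error 0.16, adjusted p = 5.61e-05 from edgeR). tfrc.L, the transferrin receptor, fell at 1 h from 109 ± 14.3 to 48.5 ± 15.5 CPM, a log2 fold change of -1.17 (standard error 0.18, adjusted p = 0.000237 from edgeR), and reached -5.20 at 9 h. cpeb1.S, which overlaps another gene model, had a log2 fold change at 1 h of -1.23 (standard error 0.21, adjusted p = 0.000479 from edgeR), and rdh13.L, a retinol dehydrogenase, one of -1.13. At 3 and 9 h, 1475 genes were down in common, and at 6 and 9 h 3997 were. Down at all 4 times were 53 genes. Without Post 1h_activin Rep2 the number was 21, without Post 1h_activin Rep1 84, without Pre_activin Rep2 97 and without Pre_activin Rep3 98.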

The numbers of common and unique downregulated DEGs among Post_activin groups are displayed.

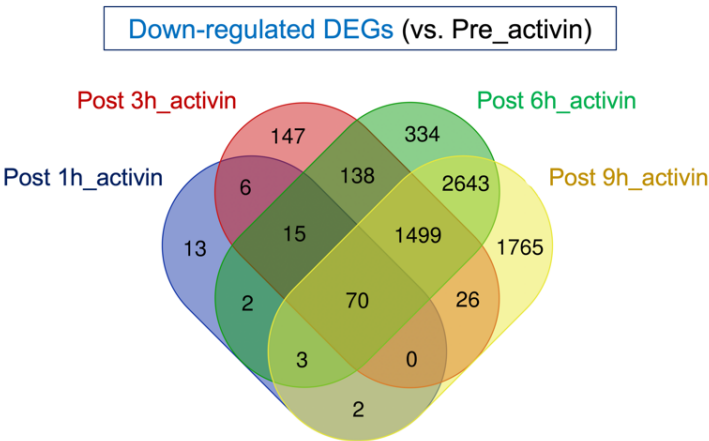

The inferring *socs3.S* subnetwork was constructed from the gene expression profiles of upregulated DEGs in Post 3h_activin ACs. (A) The first neighboring genes of the *socs3.S* subnetwork. The *socs3.S* subnetwork comprised 75 nodes with 84 edges. (B) The interaction among *socs3.S*, *gata4.S*, *mapk1.S*, and *pou5f3.2.S*. (A,B) *socs3.S*, green ellipse; the potential associated genes, pink and yellow ellipses; black lines, edges.

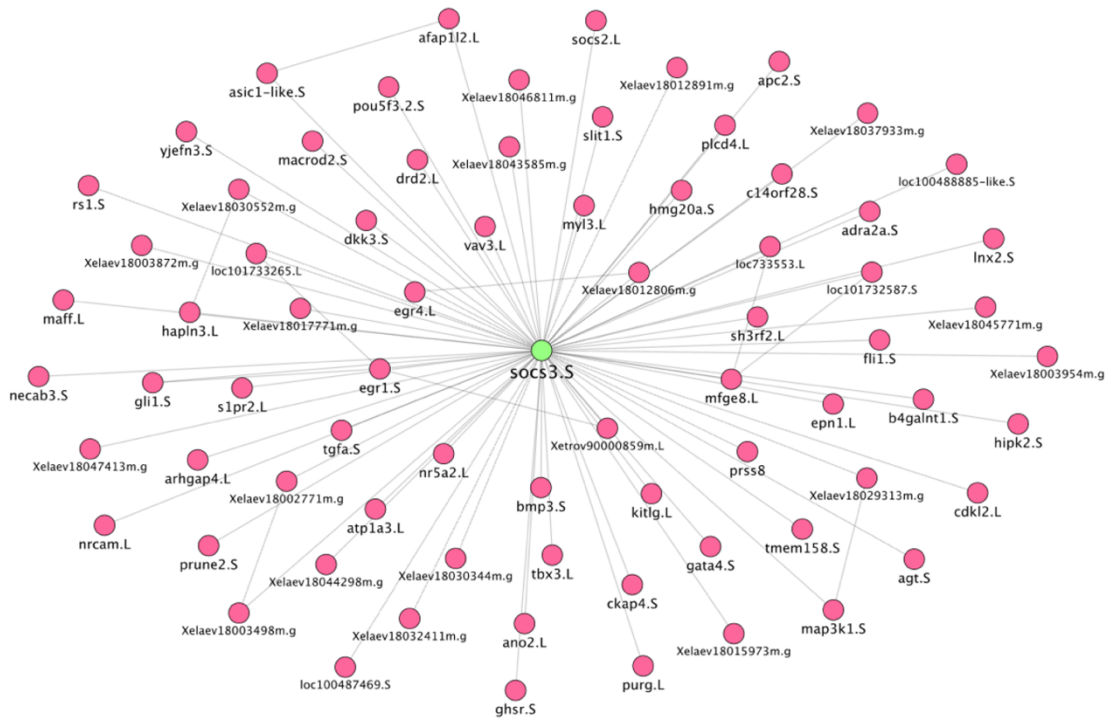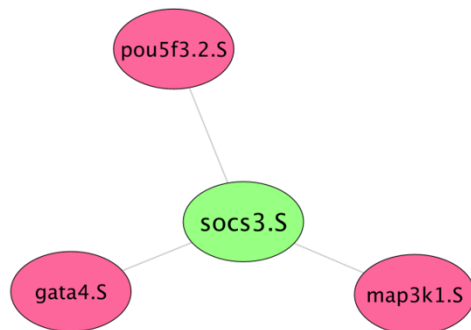

Supplementary Figure S7. Schematic of expressions of organizer and ventral mesoderm expressing genes in the *Xenopus* gastrula.

In the *Xenopus* gastrula (stages 10-10.5), *foxa4*, *eomes*, *gsc*, *lhx1*, *otx2*, *chrd*, and *cer1* genes are expressed in the organizer region. In contrast, *ventx1* and *wnt8* are expressed in the ventral mesoderm. Expression domains of representative genes are illustrated as colored areas of the sagittal section of gastrula, as indicated. Right, dorsal side; left, ventral side.

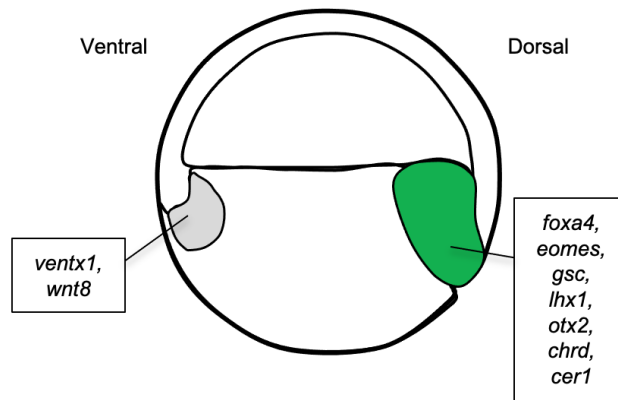

Supplementary Figure S8. Comparison of previously reported Smad2/3-associated genes with our dataset.

Gupta et al. (2014) published the data of a Smad2/3 ChIP-seq analysis, and Chiu et al. (2014) published the data of a Smad2/3 and FoxhI ChIP-seq analysis in *X. tropicalis* gastrula stage embryos (stages 10.5-11). (A) Venn diagram showing the comparison of genes in clusters A-D from our dataset with Smad2/3-associated genes reported in the dataset of Gupta et al. (2014) (left), or with Smad2/3 and FoxhI target genes described in the dataset of Chiu et al. (2014) (right). The number of common and unique genes in independent studies is displayed in colored circles (blue, previous studies; red, this study). (B) The percentage of Smad2/3-associated genes (reported by Gupta et al.) and others in each cluster. (A,B) Our dataset using *X. laevis* contained two copies of genes (L and S genes); therefore, we counted both homeologs when either one overlapped with Smad2/3-associated genes from *X. tropicalis*.

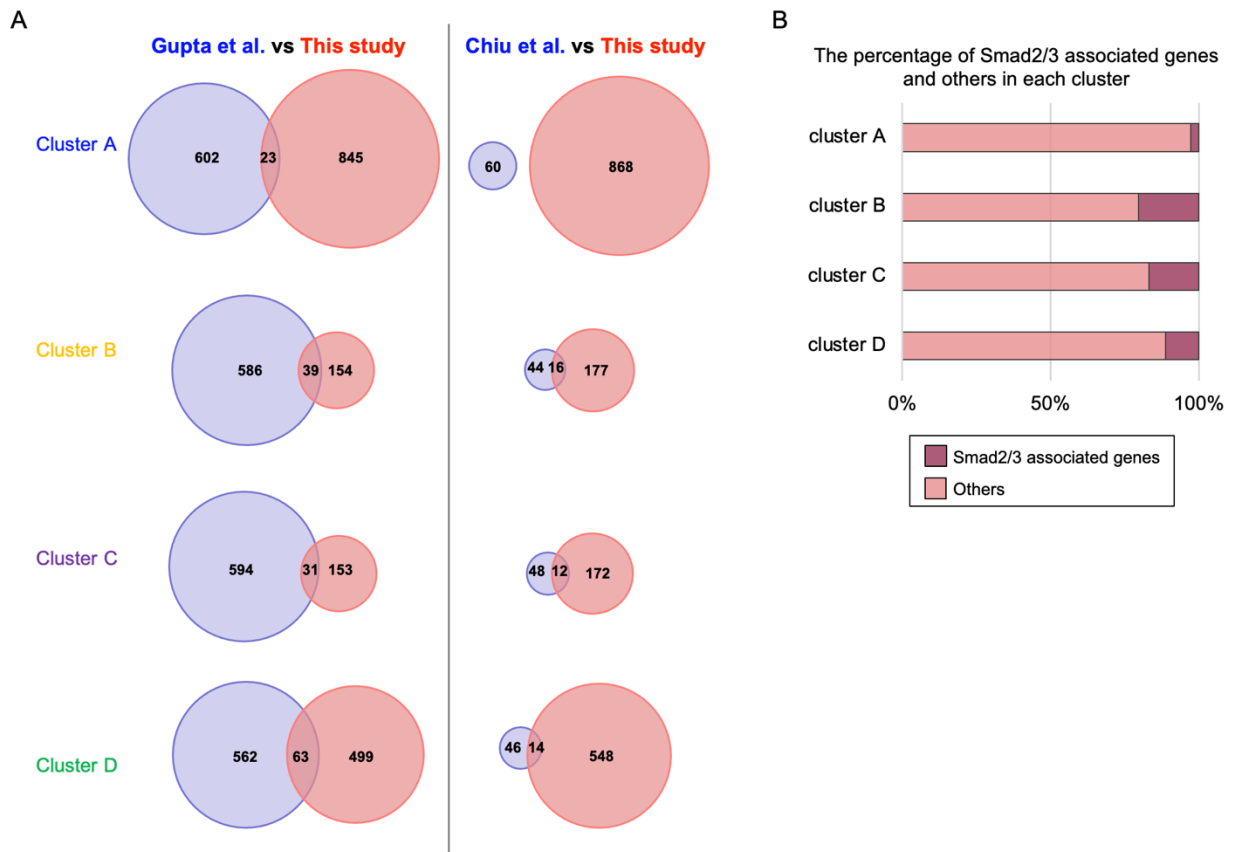

Supplementary Figure S9. Expression of *ccnb1*, *eomes*, *lhx1*, *myf5*, and *eef1a1* evaluated by RT-PCR.

The full electrophoresis gel images of Supplementary Figure S3A. Total RNA was isolated from ACs immediately after dissection (Pre_activin; stages 8.5-9), and ACs after cultivation in activin A solution for 1, 3, 6, and 9 hours (Post 1h_activin; stage 9.5, Post 3h_activin; stages 10-10.25, Post 6h_activin; stages 10.5-11, and Post 9h_activin; stage 11.5), and subjected to semiquantitative RT-PCR. #1-3 means three biological replicates, 1-3. RT-, absence of reverse transcriptase; M, size marker.

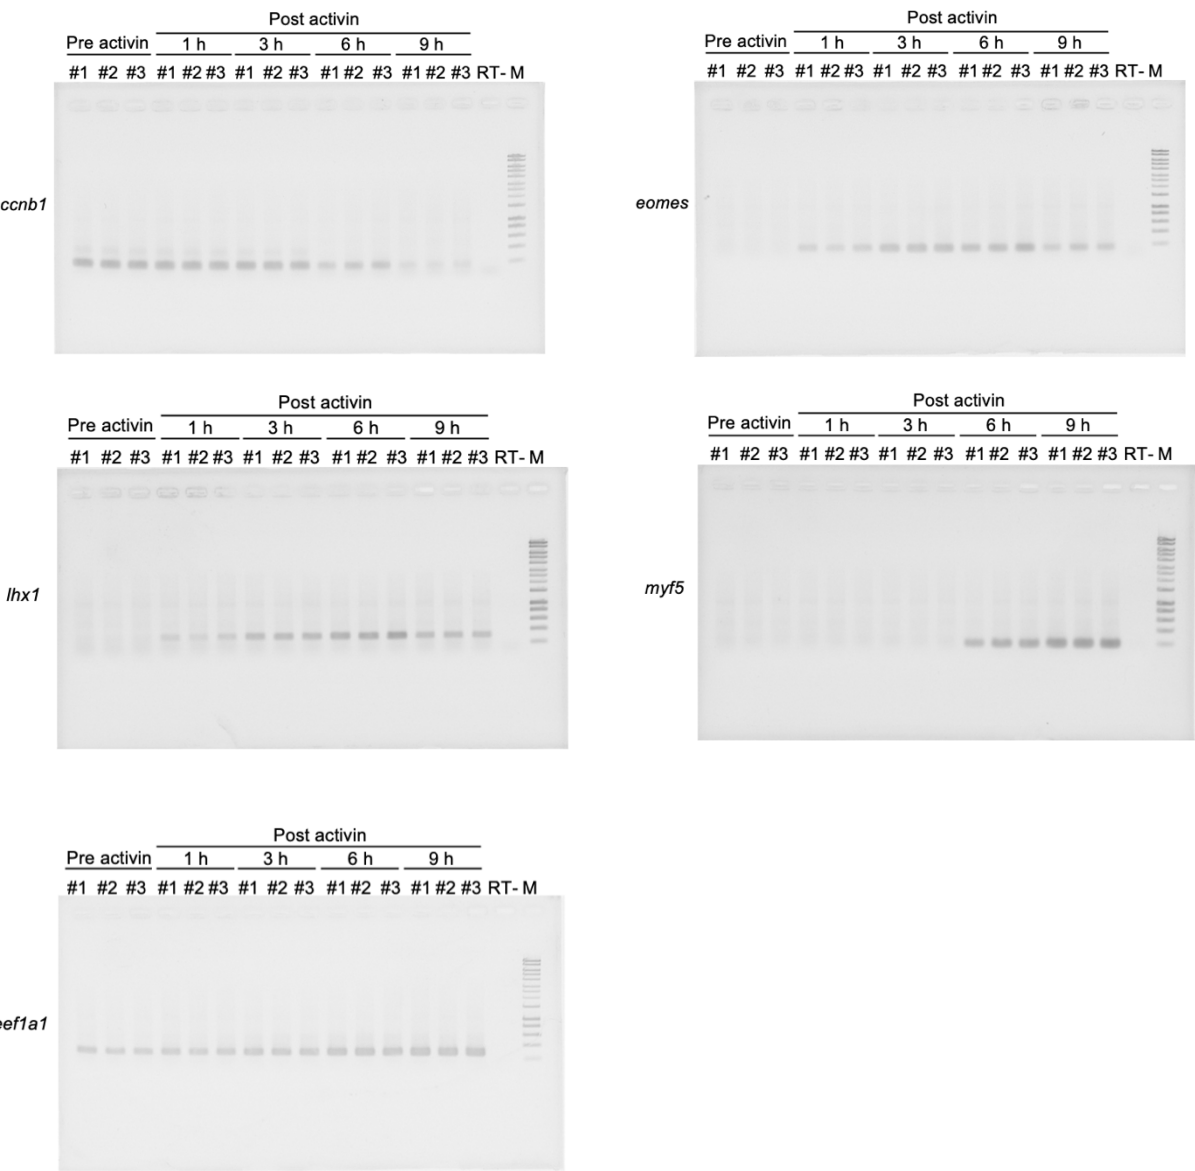

Supplementary Figure S10. Temporal expression of *socs3* and *eef1a1* evaluated by RT-PCR.

The full electrophoresis gel images of Figure 5A. Total RNA was isolated from ACs immediately after dissection (Pre_activin; stages 8.5-9), and ACs after culture in the presence (+) or absence (-) of activin A solution for 1, 3, and 9 hours (Post 1h_activin; stage 9.5, Post 3h_activin; stages 10-10.25, and Post 9h_activin; stage 11.5), and subjected to semiquantitative RT-PCR. #1-3 means three biological replicates, 1-3. RT-, absence of reverse transcriptase; M, size marker.

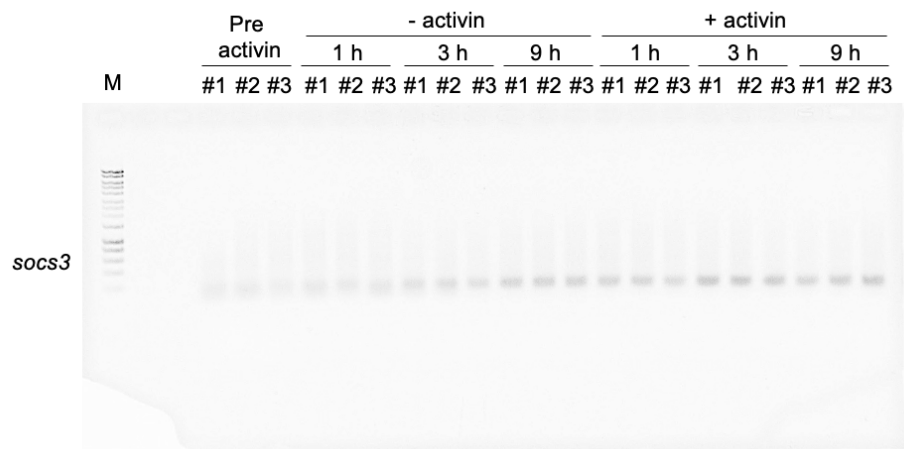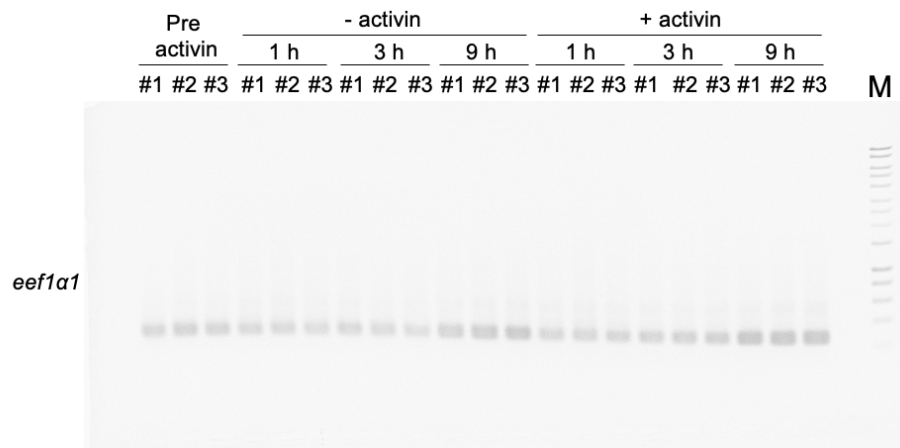

**Supplement:** Supplementary file 1 — Supplementary Information 1.

How the deposited data were processed for this re-analysis (not part of the article)

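RNA of Xenopus laevis ACs was sequenced at 0, 1, 3, 6 and 9 h of culture with 50 ng/mL activin A, in 3 biological replicates of 10 ACs per time point, and each of the 15 libraries was assigned to its group by the label that names the condition and the replicate. The authors mapped the reads to the X. laevis v9.2 genome and deposited, for 45098 genes, the counts of total exon reads, unique exon reads and total gene reads in each library, made with CLC Genomics Workbench 12.0. The deposited RPKM values were calculated by the authors in the same program. As checked on every gene, they equal the total exon reads per kilobase of the whole gene span and per mapped reads of the library. The deposited p-values and FDR p-values come from the authors' exact test with tagwise dispersions of Pre_activin against each later group, and the deposited fold change, a signed linear score, comes from the same test. The columns used as input of that test, the sequencer, the trimming, the strand setting and the annotation version are not given in the sources used here. The other 150 columns of per-sample values were not used.

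Total exon reads per library ranged from 9845043 to 16969335, with a median of 12314363. Genes were kept by edgeR's filterByExpr, which left 23969 genes. It asks for a total of at least 15 reads. In at least 3 libraries, of any groups, it also asks for a CPM that equals 10 reads in a library of median size. Counts were scaled by TMM and fitted with a mean for each group by edgeR 4.0.16 in R 4.3.3, with robust quasi-likelihood F-tests of each Post_activin group against Pre_activin and of each time point against the one before. The p-values were adjusted by the Benjamini-Hochberg method over the genes tested in a comparison. Standard errors were derived from the F statistic, as the absolute log2 fold change divided by its square root. DEGs had an adjusted p under 0.05 and an absolute log2 fold change of at least 1. The test was checked on simulated counts with known changes in Post 9h_activin against Pre_activin. Of the genes changed 2-fold, 70.1% passed the adjusted p and 41.8% also passed the fold limit, which lies at that same fold. It called 91% of the genes changed 4-fold and 100% of those changed 8-fold as DEGs, with 5 false DEGs among 23200 genes. Only 200 genes were changed, and all libraries were otherwise drawn with the same mean for each gene. The many changes of the real data, the low levels of many genes in Pre_activin and the deviation of Pre_activin Rep1 were not reproduced. The check therefore does not give the error rates of the real comparisons.

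The genes named in the text are those the paper names, with both homeologs, the 8 largest rises and 8 largest falls of each comparison among DEGs with a mean of at least 5 CPM in the higher group and no overlap between the groups, and up to 4 members of each gene list, and a few genes are not reported here. About 10% of unchanged genes show no overlap between 3 libraries and 3. Genes with a symbol were preferred, and a few genes chosen by the rules for unusual libraries, changes of direction and homeologs are named in the closing section. The 26 gene lists cover germ layers and cell types, signaling pathways, the cell cycle, maternal transcripts and cell organelles. Several of them were prompted by the paper's discussion of the same samples. The paper's values in its tables had been seen when the rule was written. The lists were tested with camera of limma 3.58.1 at a preset correlation of 0.01, and the p-values were adjusted over the lists of a comparison. PCA and average-linkage clustering used log2 CPM with a prior count of 2, each gene centred and scaled. k-means used 4 clusters of the 2000 genes with the largest SD. The gene ontology analysis, the protein interaction network and the ARACNE network were not repeated, and the genes that Tables S3, S4 and S6 list were looked up instead.

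The alternatives were another fold change limit or none, the Wald test of DESeq2 1.42.0, edgeR's exact test, DESeq2 size factors, scaling by library size only, no filter on low counts, unique exon reads, total gene reads, only the 6 libraries of a comparison, the replicate number as a block, limma on the deposited RPKM with pseudocounts of 0.1 and 1, and each library left out in turn. For the gene lists, an estimated correlation, fry and each homeolog alone were tried. For PCA, clustering and k-means, other scalings, linkages, numbers of genes and random seeds were tried. No library was left out of the values given in the text. Interval bounds of ratios with few counts are exact binomial at 95%.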

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

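The tests of developmental time at dissection, of scaling between libraries and of low genes that cannot fall were chosen only after the results they explain had been seen.

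Pre_activin Rep1 lay apart from the other Pre_activin libraries. Over 13479 genes, the SD of its log2 deviation from the mean of Rep2 and Rep3 was 0.688, against at most 0.212 for the same measure in any library outside Pre_activin, and toe1.S, for example, was at 84.4 CPM in it against 10.7 and 13 CPM in Rep2 and Rep3. A bias on gene span does not account for it alone, since the SD was still 0.633 after a smooth trend on gene span had been removed, although the deviation followed gene span across genes (Spearman -0.42, genes not being independent replicates), and spliced length was not tested. Across genes, the Pearson r between the deviation and the change from 1 to 3 h was -0.04. That change came after dissection and in activin A, so the value cannot decide on another developmental time at dissection. Over 6 germ layer lists, the highest median deviation of Pre_activin Rep1 was 0.24. Only members at 1 CPM or more in Pre_activin counted, 7 of them for endoderm, so cells of another germ layer stay open too. A difference in how this library was prepared may still be the source and was not tested, and no biological explanation apart from these was tested.

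More genes rose than fell at 1 h, and of the genes with an adjusted p under 0.05, 69.6% were up with no fold change limit. Whether low genes that cannot fall further account for the excess stays open. The upregulated share of the DEGs was 99.2% in the third of genes with the lowest mean in Pre_activin and 91.7% in the middle one. It was 61.2%, with 41 genes up and 26 down, in the third of genes with the highest mean. The ranking used the Pre_activin values that also enter the fold change. A gene low in Pre_activin can also pass the count filter through later libraries alone, so a high share among low genes was favoured in advance. Scaling between libraries stays open too, since DESeq2 size factors and library size only gave a share of at least 96.5% but moved the median of all genes by no more than 0.103 log2. A slow loss of RNA made before treatment could give such a pattern and was not tested.

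Gene lists outside the mesoderm and endoderm rose after dissection, which drew attention because the paper's text does not report on them as groups. These were 38 of 54 epidermis and non-neural ectoderm genes and 23 of 38 neural ectoderm genes, upregulated at 9 h against Pre_activin, although limma's camera test no longer called either list at 9 h with an estimated correlation (adjusted p = 0.096 for each). Time in culture cannot be told apart from activin A for these 38 epidermis genes, since untreated ACs cultured for the same time are not among the samples. Both may contribute.

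Some genes changed direction between 1 and 9 h against Pre_activin. Upregulated at 1 h and downregulated at 9 h were 35 genes. Downregulated at 1 h and upregulated at 9 h were 6 genes, among them g0s2.L with log2 fold changes of -1.10 and 4.21. The L and S homeologs of 261 of 6739 pairs, which the paper does not compare, were called in opposite directions at 9 h. Of 102 ribosomal protein genes, on which the paper does not report, 33 were upregulated at 9 h, while 6740 of all 23969 genes tested were. Without Pre_activin Rep1, 76 of the 102 were upregulated, and with scaling by library size only 16 were.

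For each comparison of 3 libraries with 3, there are 10 splits of the libraries, too few for a share under 0.05. Every split but the real one mixes the time points of the comparison, which raises the spread within its groups. Few or no DEGs were therefore bound to come from the other splits, and their absence is no separate evidence. The real split was the only 1 with any DEG, with 2594 up and 73 down at 1 h, 3815 and 1776 at 3 h, 5517 and 4456 at 6 h and 6740 and 5589 at 9 h, and with 1268 and 722 from 1 to 3 h, 2308 and 2036 from 3 to 6 h and 2383 and 715 from 6 to 9 h, against a highest other of 0. For the gene lists called by limma's camera test, the real values of 17, 13, 15 and 16 at 1, 3, 6 and 9 h stood against highest others of 16, 12, 16 and 16, and 1, 1, 2 and 2 splits reached the real value.

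Over 100 groupings of the 15 libraries into 5 groups, the 2060 common upregulated DEGs were reached in 1, the real one, with a highest other of 1273. This is a share under 0.05, but most other groupings mix time points, so it shows mainly that the libraries differ by time. Groupings that kept the 3 Pre_activin libraries as the control gave 994 and 1146, and what the shared controls add cannot be told from this. The 53 common downregulated DEGs were reached in 2 of the 100, a share under 0.05, although the real grouping was not the highest, since the one with the 9 h libraries as the control gave 815. The share of 18.5% unique upregulated DEGs at 9 h exists in only the 5 groupings with a gene called up at 9 h, too few for a share under 0.05, and the highest other was 100%, with 2 of the 5 reaching the real value. Of the 99 other groupings, 4 called any gene up at 9 h, and each of these had the 3 libraries of a real time point as the control, which points to the structure of the samples.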

How the results depend on the processing

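No alternative here was chosen only after the result was seen. Without a fold change limit 8463 genes rose at 6 h, and 1423, 5159, 7572 and 8655 fell at 1, 3, 6 and 9 h, with 1188 down in common. At a log2 limit of 2, 1395 and 2484 rose at 1 and 3 h, 5, 237, 1490 and 2340 fell at 1, 3, 6 and 9 h, 1161 were up and 3 down in common, and from each time point to the next 507, 966 and 709 rose and 63, 245 and 49 fell. These follow from the limit itself. With only the 6 libraries of a comparison, 1597 rose and 34 fell at 1 h, and 1136 were up and 29 down in common. limma on log2(RPKM + 0.1) gave 1122, 1834, 2800 and 3728 up, 24 and 1030 down at 1 and 3 h, and 813 up and 23 down in common. On log2(RPKM + 1), these were 349, 603, 1126 and 1543 up, 7, 378, 1378 and 2106 down, and 234 and 7 in common. Scaling by library size only gave 48 down at 1 h and moved the median of all genes by 0.103 at 1 h and -0.163 at 9 h, and the exact test of edgeR gave 1323 up in common. Without the filter on low counts, the unique upregulated share at 9 h was 29.7% and PC1 and PC2 took 53.7%. With genes centred but not scaled, they took 86.2% and 5 time points formed clades of their own. Of 104 list tests, 61 passed with camera, 17 with an estimated correlation and 92 with fry, which asks another question. The largest k-means cluster held 31.9% of 1000 genes and 50.9% of 4000 genes. The cause of these differences was not tested.

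With a replicate block, 2569, 3801, 5497 and 6776 genes were up and 69, 1735, 4404 and 5533 down. The replicate numbers are not known to pair the samples. Of 30 same-numbered pairs of libraries, 4 had a correlation over 0.1, and the values ran from -0.17 to 0.17. In 14 of 30 cases a library correlated best with the one of its own number. With 3 libraries to a group, these values do not decide whether the numbers pair the samples. With a library left out, upregulated DEGs ranged from 2056 to 2595, 3627 to 3827, 5516 to 5779 and 6676 to 7231, downregulated DEGs from 30 to 145, 1696 to 1876, 4348 to 4591 and 5477 to 5771, common DEGs from 1684 to 2047 up and from 21 to 98 down, the unique share from 18.3% to 22.5% and the share of PC1 and PC2 from 69.9% to 72.2%. For downregulated DEGs at 1 h, 73 became 30 without Post 1h_activin replicate 2, 111 without Post 1h_activin replicate 1, 141 without Pre_activin replicate 2 and 145 without Pre_activin replicate 3, and the 53 common ones became 21, 84, 97 and 98. Of 1336 values of named genes, 14 lost their call with DESeq2, 9 with its size factors, 16 with library size only, 6 with the block and 124 with RPKM, and 133 of 8016 did with a library left out. None of the called ones changed sign apart from vil1.L, 94.2% of whose reads are not unique, with a log2 fold change at 1 h of -2.83 and of 0.08 without Pre_activin replicate 1 and -3.36 without Pre_activin replicate 2. The direction and the call of both socs3 homeologs at 1, 3, 6 and 9 h were the same in every alternative run for them.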

Differences from the paper's values

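No test was added for these comparisons after the result was seen. The paper gives 111 downregulated DEGs at 1 h and 73 were found, at an absolute log2 fold change of at least 1 where the paper's text states 2. Of the alternatives set before the data were examined, DESeq2 (88), DESeq2 size factors (93), no filter (84), total gene reads (81) and leaving out Pre_activin replicate 2 (141), Pre_activin replicate 3 (145), Post 1h_activin replicate 1 (111) or Post 1h_activin replicate 3 (86) came within 1.5 times the paper's value. The exact test (65), library size only (48), unique reads (70), only 6 libraries (34), the replicate block (69), RPKM with 0.1 (24) or 1 (7), leaving out Pre_activin replicate 1 (73) or Post 1h_activin replicate 2 (30), a log2 limit of 2 (5) and no limit (1423) did not. Leaving out a library of Post 3h, 6h or 9h_activin, which are not part of this comparison, gave 74 to 78, also within 1.5 times.

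The paper's share of unique upregulated DEGs at 9 h is about 30% in Fig. 2C, read by eye, and 18.5% was found. The closest of the alternatives run for it was no filter on low counts, with 29.7%. Among the authors' upregulated DEGs at 9 h, 2464 are genes that were not tested here. Of the alternatives set before the data were examined, no filter (29.7), a log2 limit of 2 (22), DESeq2 (20.4) and leaving out Pre_activin replicate 1 (20.6), 2 (20.2) or 3 (20.7), Post 3h_activin replicate 2 (20) or 3 (20) or Post 6h_activin replicate 1 (20), 2 (20.7) or 3 (22.5) came within 1.5 times of it. The replicate block (19.2) and leaving out Post 1h_activin replicate 1 (19.2), 2 (19.5) or 3 (19.5), Post 3h_activin replicate 1 (19.9) or Post 9h_activin replicate 1 (19.6), 2 (18.5) or 3 (18.3) did not.

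The text of the paper states a log2 fold change limit of 2. In the authors' deposited table, FDR under 0.05 and an absolute fold change of at least 2 give exactly the paper's counts of 2573, 4149, 6323 and 8858 up and 111, 1901, 4704 and 6008 down, and at least 4 gives 1486, 2933, 4594 and 6744 up and 7, 270, 1665 and 2627 down. Over the genes tested here, the authors' p-values gave 2464, 3639, 5285 and 6434 up and 119, 1884, 4613 and 5847 down, and 2338, 3544, 5218 and 6395 of these up and 66, 1727, 4374 and 5515 of these down were also DEGs here. PC1 and PC2 took 70.8% here and, without a filter, the paper's 53.7%.

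The paper calls socs3 the most significant upregulated DEG at 1 h. By p, socs3.L and socs3.S ranked 186 and 41 among upregulated DEGs, and by log2 fold change 1 and 2. In the paper's clustering, the Pre_activin samples separate from all others first. Here Pre_activin Rep1 separated first, and Rep2 and Rep3 joined 1 and 3 h before 6 and 9 h. Genes of cluster B peak at 1 or 3 h and then fall in the paper, while here the mean of 210 genes was highest at 1 h for 11, at 3 h for 82, at 6 h for 54 and at 9 h for 63. Falls outnumbered rises at the late steps here too, with 35 against 12 from 3 to 6 h and 39 against 6 from 6 to 9 h. Genes of cluster C decline slightly at late times in the paper, while here 168 of 203 were highest at 9 h and from 6 to 9 h 50 rose and 4 fell. The paper names lemd3 as downregulated. lemd3.S was, with a log2 fold change at 9 h of -1.48, and lemd3.L had -0.07 (adjusted p = 0.469 from edgeR). Of the genes whose induction the paper states, dusp1.L had a log2 fold change at 1 h of 0.57 and dusp1.S one of 1.09. The downregulated genes plekhg7.L, spef1.S, loc100487103.1 and nkx3-3.L of Table 1 did not pass the count filter and were not tested.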

Other observations

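The tests below include none that was chosen only after the result was seen, apart from the genes named for their change of direction. Among the genes up at 1 h and down at 9 h, rsad2.L, an interferon-inducible gene, had log2 fold changes of 2.01 and -2.70, MGC76328.S 1.71 and -2.21, and hes7.1.S, a repressor of the segmentation clock, 1.01 and -3.75. Among genes with a symbol, those with the smallest p for a rise at 1 h were MGC76328.L (adjusted p = 4.6e-10 from edgeR), fgf8.S (adjusted p = 6.6e-10 from edgeR) and hes1.S, a Notch target (adjusted p = 6.9e-10 from edgeR).

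Both homeologs were tested for 6739 genes. Both rose in 282, 428, 723 and 965 pairs and both fell in 1, 216, 759 and 987 pairs at 1, 3, 6 and 9 h. Only the L homeolog was a DEG in 390, 717, 1017 and 1120 pairs and only the S homeolog in 326, 725, 1058 and 1127, where the difference within a pair was not tested. At 9 h, emilin2 had -4.29 for L and 4.94 for S, rassf7 3.52 and -3.09, and neurl1 5.04 and -2.82. Across pairs, Pearson r of the log2 fold changes was 0.54, 0.58, 0.63 and 0.64, and pairs of genes are not independent replicates.

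Of the upregulated DEGs, 899, 1419, 1918 and 2214 at 1, 3, 6 and 9 h were gene models without a symbol, as were 32, 415, 916 and 1116 of the downregulated ones.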
